# Protein arginine methyltransferase PRMT1 promotes adipogenesis by modulating transcription factors C/EBPβ and PPARγ

**DOI:** 10.1016/j.jbc.2022.102309

**Published:** 2022-07-31

**Authors:** Qi Zhu, Dinghui Wang, Feng Liang, Xian Tong, Ziyun Liang, Xiaoyu Wang, Yaosheng Chen, Delin Mo

**Keywords:** adipogenesis, PRMT1, PPARγ, Wnt/β-catenin, C/EBPβ, CCK-8, cell-counting kit 8, co-IP, coimmunoprecipitation, DAPI, 4′,6-diamidino-2-phenylindole, FBS, fetal bovine serum, GO, gene ontology, IP, immunoprecipitation, MCE, mitotic clonal expansion, ORO, oil red O staining, qPCR, quantitative PCR, WAT, white adipose tissue

## Abstract

Protein arginine methyltransferase 1 (PRMT1) methylates a variety of histone and nonhistone protein substrates to regulate multiple cellular functions such as transcription, DNA damage response, and signal transduction. It has been reported as an emerging regulator of various metabolic pathways including glucose metabolism in the liver, atrophy in the skeletal muscle, and lipid catabolism in the adipose tissue. However, the underlying mechanisms governing how PRMT1 regulates adipogenesis remain elusive. Here, we delineate the roles of PRMT1 in mitotic clonal expansion and adipocyte differentiation. Gain and loss of functions demonstrate that PRMT1 is essential for adipogenesis of 3T3-L1 and C3H10T1/2 cells. Mechanistically, we show PRMT1 promotes the expression of transcription factor peroxisome proliferator-activated receptor-γ (PPARγ) by catalyzing histone modification H4R3me2a and impedes the activation of Wnt/β-catenin signaling by increasing the level of Axin to accelerate adipogenic differentiation. In addition, we demonstrate mitotic clonal expansion is suppressed by PRMT1 deficiency. PRMT1 interacts with transcription factor CCATT enhancer-binding protein β (C/EBPβ), and the absence of PRMT1 leads to the depressed phosphorylation of C/EBPβ. Interestingly, we discover PRMT1 acts as a positive regulator of C/EBPβ protein stability through decreasing the level of E3 ubiquitin ligase Smurf2, which promotes the ubiquitination and degradation of C/EBPβ, thus facilitating adipogenesis. Collectively, these discoveries highlight a critical role of PRMT1 in adipogenesis and provide potential therapeutic targets for the treatment of obesity.

Obesity is an abnormal lipid metabolism and resulted from excessive expansion of white adipose tissue (WAT), closely related to multiple metabolism diseases, such as type 2 diabetes, atherosclerosis, coronary artery disease, adiposis hepatica, and hypertension (1, 2). WAT plays a significant role in energy homeostasis, storing triglycerides when energy is excess and releasing free fatty acids in the demand of energy. Besides, WAT serves as a crucial regulator of whole body metabolism by synthesizing and secreting adipokines, such as leptin and adiponectin (3). Adipose mass is dependent on adipocyte hypertrophy and adipocyte hyperplasia, defined as hypertrophic WAT and hyperplastic WAT, respectively (4). Adipocyte hypertrophy is an increase in adipocyte size, while adipocyte hyperplasia is a vital process that generates new adipocytes from precursor cells to guarantee the number of adipocytes (5). Consequently, understanding the mechanisms regulating both the number and size of adipocytes may provide new therapies to neutralize obesity and obesity-associated metabolic diseases.

Adipocytes are originated from pluripotent mesenchymal stem cells, which are committed into adipocyte lineage when appropriately stimulated (6). Then preadipocytes undergo a complicated process including growth arrest, mitotic clonal expansion (MCE), and terminal differentiation. Growth-arrested preadipocytes enter the cell cycle again and undertake cell divisions in the early stage of adipocyte differentiation, known as MCE, in which transcriptional factor CCATT enhancer-binding protein β (C/EBPβ) is of critical importance that activates cell cycle genes (7, 8). C/EBPβ is phosphorylated and activated by MAP kinase and GSK3β to trigger the transcription of C/EBPα and peroxisome proliferator–activated receptor-γ (PPARγ), which in turn coordinately induce the transcription of adipogenic genes to promote the formation of mature adipocytes (6). PPARγ is indispensable for adipogenic programming, considered the master regulator of adipogenesis. In particular, the adipogenesis of precursor cells is prevented in the absence of PPARγ, that cannot be restored by C/EBPα (9). Moreover, adipose tissue-specific PPARγ deletion of mice hinders high fat diet–induced obesity (10). Therefore, understanding the regulators that affect the expression and activity of PPARγ and C/EBPβ is of great significance to delve deeper into the mechanisms orchestrating adipogenesis.

Arginine methylation is perceived as a pivotal posttranslational modification controlling transcription, translation, protein stability, cell fate determination, and so forth (11). Arginine methylation is mainly catalyzed by PRMT family, subdivided into three categories according to their catalytic activity: type I enzymes (PRMT1–4, 6, and 8), which carry out the formation of asymmetrically dimethylated arginine, type II (PRMT5 and 9), and type III (PRMT7) enzymes, which catalyze symmetrical dimethylation and monomethylation, respectively (12). Growing studies have shown that PRMTs function as activators or repressors in many biological processes including adipogenesis (13, 14, 15, 16, 17). Arginine dimethylation of C/EBPβ catalyzed by PRMT4/CARM1 constrains the interaction among C/EBPβ with SWI/SNF and mediator complexes, and compromises its transactivation, that can be rescued by phosphorylation of C/EBPβ (13). Besides, PRMT5 has been found to regulate fatty acid metabolism and lipid droplet biogenesis by methylating SPT5 or SREBP1a and promote adipogenesis *via* activation of PPARγ and its target genes (14, 15). In contrast, PRMT6 has been identified to suppress adipogenic differentiation by repressing the activity of PPARγ (16). Additionally, PRMT7 has been shown to inhibit adipogenesis through modulating arginine methylation of C/EBPβ (17). However, the functions of other PRMTs in adipogenesis are still unclear. What is strikingly noticeable is PRMT1 regulating thermogenic fat activation (18). Moreover, recent study has reported that adipocyte-specific depletion of PRMT1 impairs glucose homeostasis in diet-induced obesity (19), but the regulatory mechanism of PRMT1 in adipogenesis requires further elucidation.

In this research, we find PRMT1 depletion represses adipogenesis in 3T3-L1 cells and C3H10T1/2 cells and attenuates adipogenic genes expression, whereas PRMT1 overexpression has the opposite effects. Gene ontology (GO) analysis reveals that PRMT1 participates in multifarious biological processes such as cell proliferation, fat cell differentiation, and lipid metabolic process. Furthermore, we demonstrate PRMT1 regulates adipocyte differentiation by mediating H4R3me2a at PPARγ promoter and impeding the activation of Wnt/β-catenin signaling by regulating Axin. Meanwhile, PRMT1 is also required for MCE. PRMT1 interacts with C/EBPβ, and the absence of PRMT1 leads to the depressed phosphorylation of C/EBPβ. We further identify PRMT1 as a positive regulator of C/EBPβ protein stability through decreasing the level of Smad ubiquitination regulatory factor 2 (Smurf2), which promotes the ubiquitination and degradation of C/EBPβ, thus facilitating adipogenesis. Overall, our findings elucidate that PRMT1 is a crucial and multifaceted regulatory factor that facilitates adipogenesis at both the transcriptional and posttranslational level.

## Results

### PRMT1 promotes adipogenic differentiation in 3T3-L1 cells

To explore the specific role of PRMT1 in adipogenesis, the expression of PRMT1 was knocked down in 3T3-L1 preadipocytes using siRNA transfection (Fig. S1). The mRNA and protein levels of PRMT1 were detected to authenticate the efficiency of siRNA interference (Fig. 1, *A* and *B*). As a result, PRMT1 knockdown suppressed adipogenic differentiation of 3T3-L1 cells, as determined by oil red O staining (ORO) (Fig. 1, *C* and *D*). In addition, the expression of genes related to adipogenesis was monitored by quantitative RT-PCR and Western blot. A significant decrease was observed in the expression of C/EBPα, PPARγ, and FABP4, serving as markers of adipogenesis, upon PRMT1 depletion (Fig. 1, *E* and *F*). Moreover, the effect of PRMT1 overexpression on 3T3-L1 adipocyte differentiation was evaluated using plasmids transfection. The results of ORO indicated that overexpression of PRMT1 significantly increased lipid droplets formation (Fig. 1, *G* and *H*). Consistently, the expression of C/EBPα, PPARγ, and FABP4 at both mRNA (Fig. 1*I*) and protein (Fig. 1*J*) levels were increased when PRMT1 was overexpressed in 3T3-L1 cells. These results prove that PRMT1 is required for the normal adipocyte differentiation.

**Figure 1:**
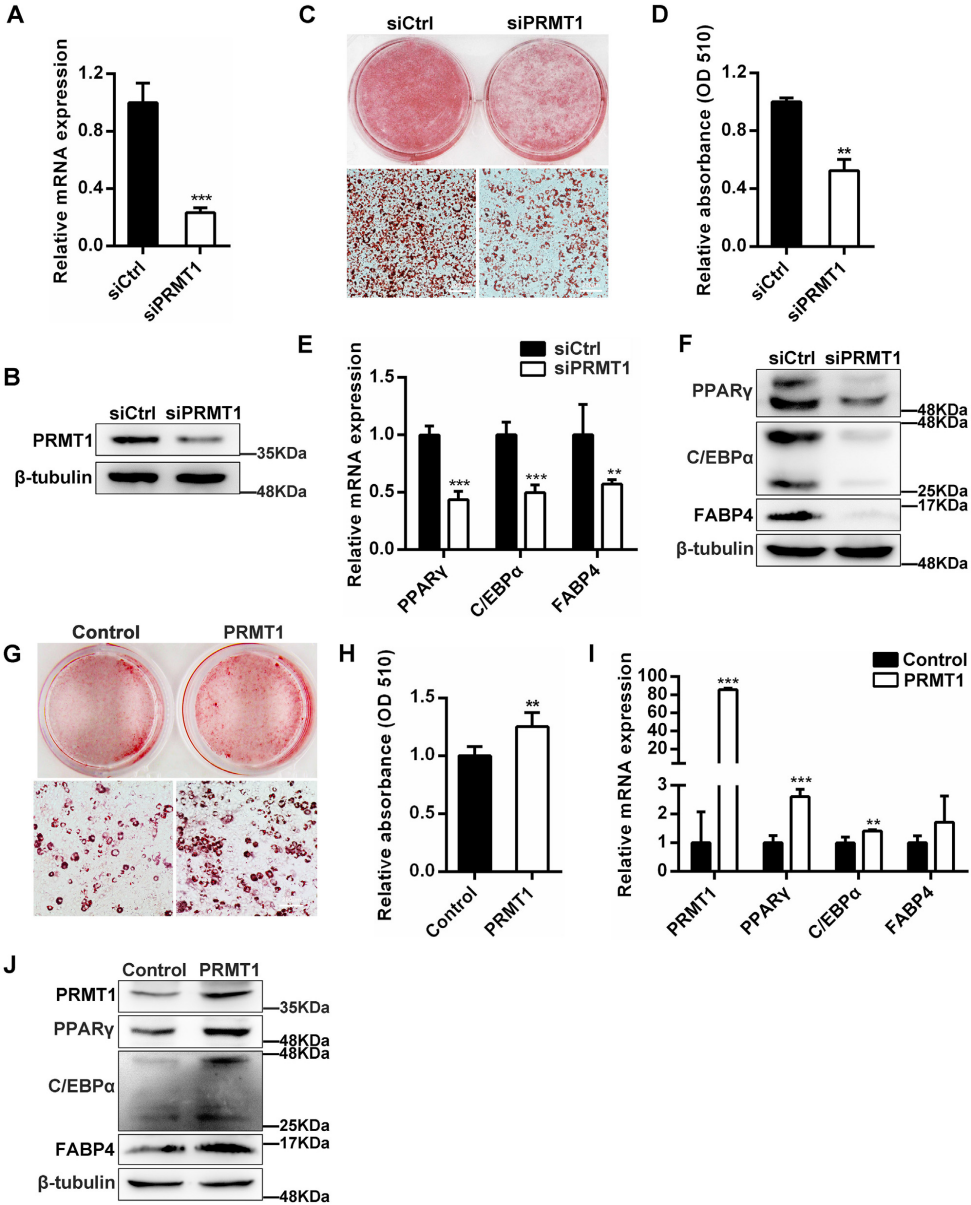
**Depletion of PRMT1 inhibits the differentiation of preadipocytes.***A*, PRMT1 mRNA expression in siCtrl and siPRMT1 3T3-L1 cells. *B*, Western blot determined the efficiency of PRMT1 silence in 3T3-L1 cells. *C*, effect of PRMT1 knockdown or negative control on 3T3-L1 adipogenic differentiation assessed by oil red O staining. The scale bar represents 200 μm. *D*, the absorbance values were measured at 510 nm as shown in (*C*). Results are the mean ± SD (n = 3). Student’s *t* test, ∗∗*p* < 0.01. *E*, the mRNA levels of genes relevant to adipogenesis in siCtrl or siPRMT1 3T3-L1 cells at 6 days. Data are represented as mean ± SD (n = 3). Student’s *t* test, ∗∗*p* < 0.01; ∗∗∗*p* < 0.001. *F*, Western blot analysis for adipogenic marker genes expression from differentiated 3T3-L1 adipocytes. *G*, oil red O staining of adipocytes overexpressed with control or PRMT1 plasmids at day 6. The scale bar represents 200 μm. *H*, the absorbance value of ORO extracted from plates stained as shown in (*G*) was measured at *A*_510_ nm. Data are mean ± SD (n = 3). Student’s *t* test, ∗∗*p* < 0.01. *I*, adipogenic marker genes mRNA expression in siCtrl and siPRMT1 3T3-L1 cells post-differentiation. Data represent mean ± SD (n = 3). Student’s *t* test, ∗∗*p* < 0.01, ∗∗∗*p* < 0.01. *J*, Western blot of the indicated genes from differentiated siCtrl and siPRMT1 3T3-L1 cells corresponding to I.

### PRMT1 accelerates adipogenesis of C3H10T1/2 cells

C3H10T1/2 cells were employed to probe into the effect of PRMT1 on adipogenesis of mesenchymal stem cells that can commit and differentiate into multiple lineages depending upon the signaling pathways activated by different differentiation cocktails. C3H10T1/2 cells were treated with BMP4 to induce the adipogenic commitment. Then, DMI, a cocktail of differentiation agents containing dexamethasone, 3-isobutyl-1-methylxanthine, and insulin, was employed to induce the adipogenesis of C3H10T1/2 cells. When PRMT1 levels were reduced by siRNA in C3H10T1/2 cells, upon adipogenesis, we observed a significant decrease in both lipid accumulation (based on Bodipy staining) (Fig. 2, *A* and *B*) and adipogenic marker genes expression (Fig. 2, *C* and *D*). On the contrary, Bodipy staining data indicated that transient overexpression of PRMT1 facilitated adipogenic differentiation of C3H10T1/2 cells (Fig. 2, *E* and *F*). Furthermore, the mRNA and protein expression levels of the adipogenic marker genes C/EBPα, PPARγ, and FABP4 were significantly higher in PRMT1 overexpression cells compared with the control (Fig. 2, *G* and *H*). Collectively, our results strongly suggest that PRMT1 positively regulates the adipogenesis of mesenchymal stem cells.

**Figure 2:**
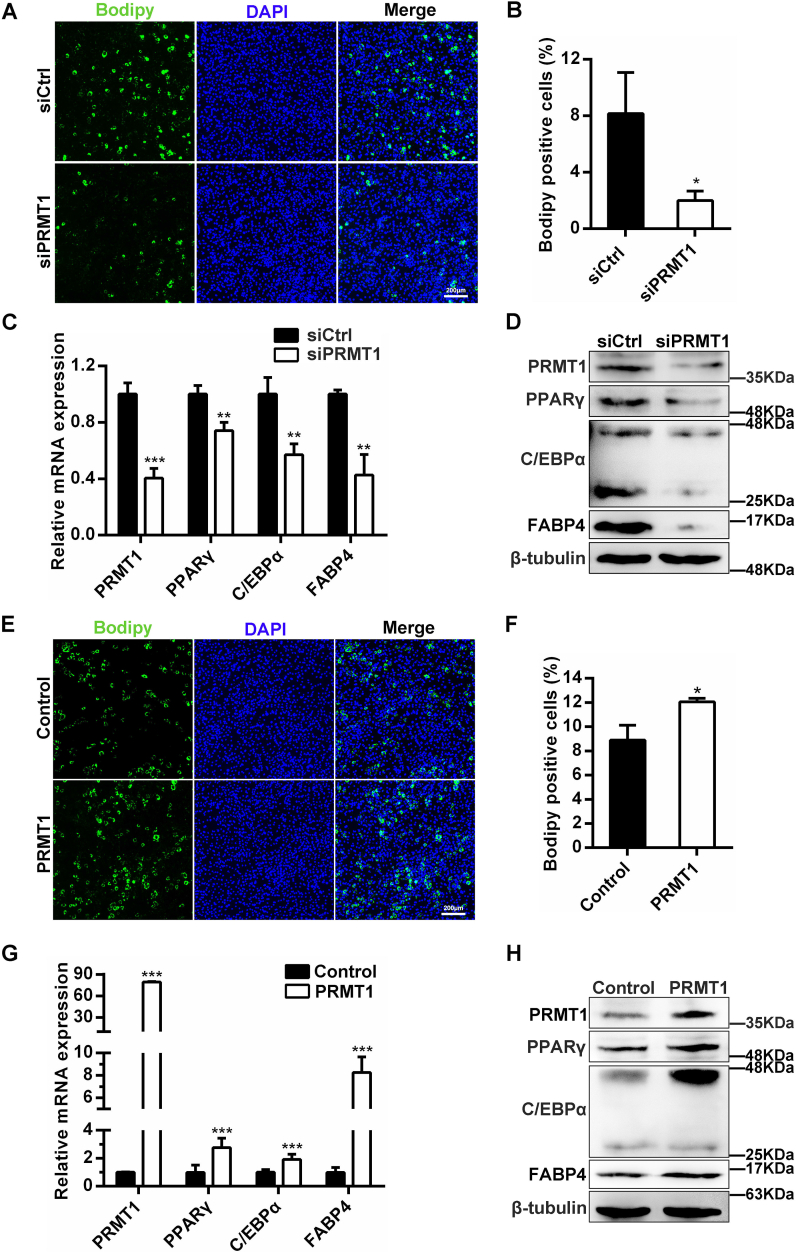
**PRMT1 is required for adipogenesis of C3H10T1/2 mesenchymal stem cells.***A*, C3H10T1/2 cells transfected with siCtrl or siPRMT1 were induced for adipogenic differentiation. Lipid accumulation was estimated by Bodipy staining. The scale bar represents 200 μm. *B*, the percentage of Bodipy positive cells was counted as shown in (*A*). Results are the mean ± SD (n = 3). Student’s *t* test, ∗*p* < 0.05. *C*, relative mRNA expression by qRT-PCR of indicated genes in differentiated siCtrl or siPRMT1 C3H10T1/2 cells at day 6. *D*, Western blot showing the levels of C/EBPα, PPARγ and FABP4 after knockdown PRMT1 in C3H10T1/2 cells at day 6. *E*, Bodipy staining of differentiated C3H10T1/2 cells expressing empty vector (control) or PRMT1 at day 6. The scale bar represents 200 μm. *F*, statistical analysis of Bodipy staining in (*E*). Results are the mean ± SD (n = 3). Student’s *t* test, ∗*p* < 0.05. *G*, qRT-PCR was performed to determine the mRNA levels of adipogenic transcription factors in siCtrl or siPRMT1 C3H10T1/2 cells at day 6. Data are shown as mean ± SD (n = 3). Student’s *t* test, ∗∗∗*p* < 0.001. *H*, Western blot analysis of the expression of adipogenesis markers. qRT-PCR, quantitative RT-PCR.

### PRMT1 accelerates adipogenic differentiation by blocking the activation of Wnt/β-catenin signaling

Previous study has shown that PRMT1 methylates Axin, a negative regulator of Wnt signaling, and enhances its stability to regulate Wnt/β-catenin signaling (20). Thus, we examined whether PRMT1 regulates adipocyte differentiation through Wnt/β-catenin signaling. In our study, the absence of PRMT1 resulted in the lessened level of Axin in 3T3-L1 cells (Fig. 3*A*). Moreover, knockdown of PRMT1 in 3T3-L1 cells enhanced the level of active β-catenin (nonphospho β-catenin Ser33/37/Thr41) (Fig. 3*B*). Conversely, the level of active β-catenin was remarkably decreased in the 3T3-L1 differentiated adipocytes with overexpression of PRMT1 compared to control (Fig. 3*C*). To further verify our hypothesis, we employed the IWR-1 endo, a specific β-catenin inhibitor that stabilizes Axin to block Wnt signaling pathway, to treat 3T3-L1 cells. As expected, IWR-1 restrained the incremental protein level of active β-catenin (Fig. 3*G*) and partially rescued the inhibition of lipid accumulation triggered by PRMT1 knockdown (Fig. 3, *D* and *E*). Meanwhile, the expression of adipogenic genes C/EBPα, PPARγ, and FABP4 were restored in the siPRMT1 + IWR-1 treatment group compared with the siPRMT1 + dimethyl sulfoxide group (Fig. 3, *F* and *G*). In summary, PRMT1 deficiency suppresses adipocyte differentiation *via* reducing the level of Axin and promoting the activation of Wnt/β-catenin signaling.

**Figure 3:**
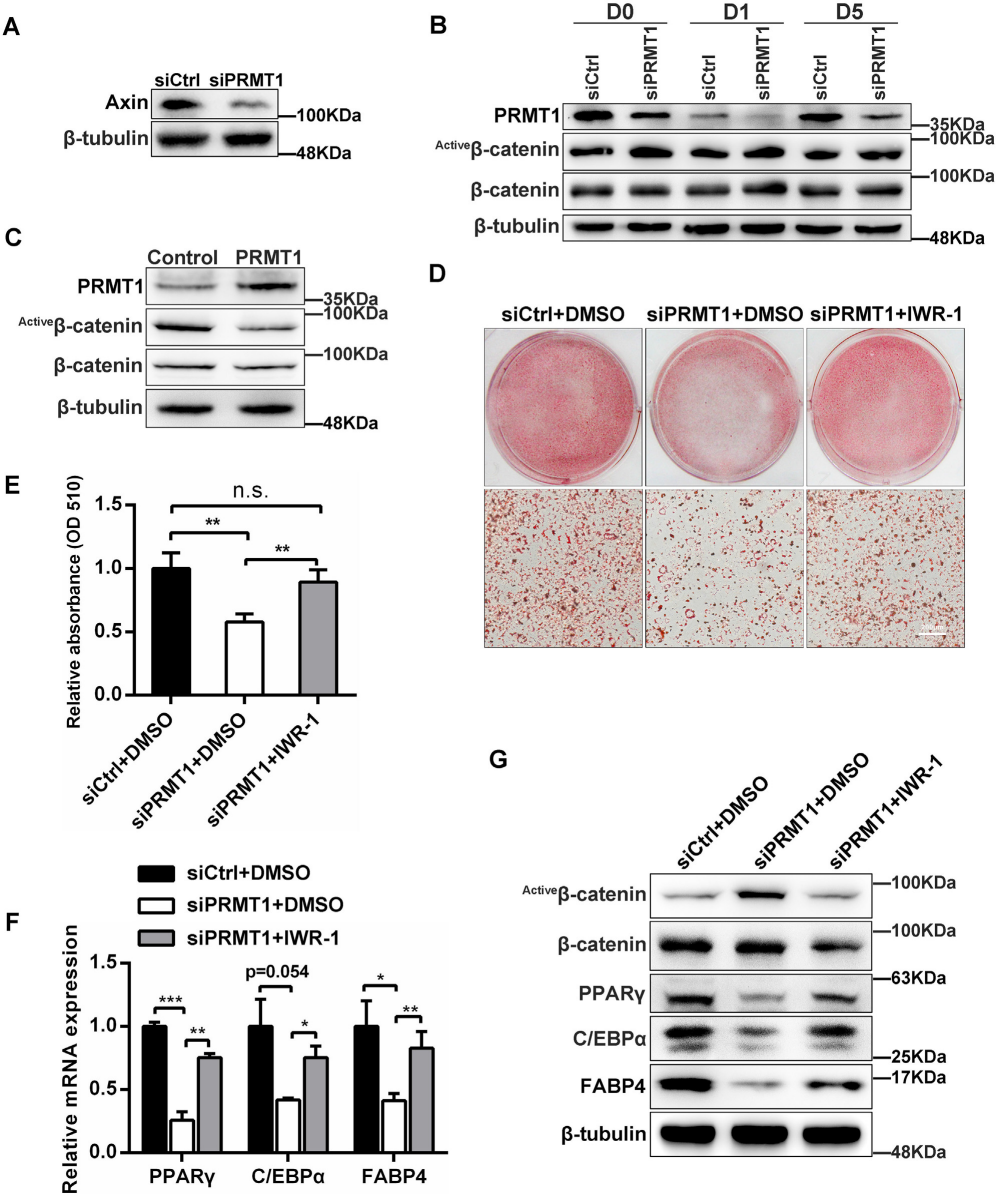
**PRMT1 deficiency promotes the activation of Wnt/β-catenin signaling pathway in 3T3-L1 cells.***A*, Western blot analysis of the Axin protein expression. *B*, protein levels of PRMT1, β-catenin (total), and active β-catenin at day 0, 1, and 5 were detected by Western blot when PRMT1 was silenced in 3T3-L1 cells. *C*, Western blot showing the relative levels of PRMT1, β-catenin (total), and active β-catenin at day 5 in differentiated 3T3-L1 cells with or without overexpression of PRMT1. β-Tubulin was used as a loading control. *D*, 3T3-L1 cells were transfected with siCtrl or siPRMT1 and treated with DMSO or IWR-1, respectively. Oil red O staining was performed after 6 days of differentiation. The scale bar represents 200 μm. *E*, relative absorbance was calculated at 510 nm as shown in (*D*). Values are expressed as mean ± SD (n = 3). Student’s *t* test, n.s. not significance, ∗∗*p* < 0.01. *F*, the mRNA expression of C/EBPα, PPARγ, and FABP4 was detected by qRT-PCR at day 6 in 3T3-L1 cells transfected with siCtrl or siPRMT1 and treated with DMSO or IWR-1, respectively. Data are presented as mean ± SD (n = 3). Student’s *t* test, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. *G*, Western blot analysis of C/EBPα, PPARγ, FABP4, β-catenin (total), and active β-catenin at day 6 in 3T3-L1 cells transfected with siCtrl or siPRMT1 and treated with DMSO or IWR-1, respectively. DMSO, dimethyl sulfoxide; qRT-PCR, quantitative RT-PCR.

### PRMT1 promotes adipogenesis by mediating H4R3me2a methylation at the PPARγ promoter

To obtain a basic overview of the impact of PRMT1 on adipogenesis and explore the potential target genes, RNA sequencing was performed from control and PRMT1 knockdown 3T3-L1 cells with DMI treatment for 1 day (MCE stage) and 3 days (differentiation stage). 

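3T3-L1 cells are a mouse preadipocyte line that turns into adipocytes under DMI, a mixture of dexamethasone, 3-isobutyl-1-methylxanthine and insulin. Cells transfected with control siRNA (siCtrl) or siRNA against PRMT1 (siPRMT1) were sequenced in 3 replicates at each day, which gives 12 mRNA libraries in 4 conditions. The paper's text does not name which of the 3 PRMT1 siRNAs of Table S1 was used for RNA sequencing. The authors filtered the reads with cutadapt, mapped them with Hisat2 and deposited the counts on each of 39423 genes without normalization, together with the same counts scaled by gene length and library total (FPKM). FPKM recomputed from the counts, the listed gene length and the total of each library differed from the deposited FPKM by no more than 0.005. The libraries held between 15116462 and 42357137 counts on genes. The median was 21423329 in siCtrl and 24234586 in siPRMT1 cells at day 1, and 20089349 in siCtrl and 24659680 in siPRMT1 cells at day 3. A count of 0 allows up to 3 counts, which is 0.0708 CPM (here counts scaled by the library total alone) in the deepest library, siCtrl replicate 1 at day 1, and 0.198 CPM in the shallowest, siCtrl replicate 2 at day 3, counting error only. Each day's 6 libraries were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 0.5, the thresholds the paper states for its DESeq2 comparison.

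Prmt1 lies on chromosome 7 of GRCm38 from 44976755 to 44986420, on the minus strand. At day 1, its FPKM was 82.9, 83.4 and 91.3 in siCtrl replicates 1 to 3 and 43.8, 38.6 and 41.4 in siPRMT1 replicates 1 to 3. At day 3, it was 111, 120 and 140 in siCtrl and 62.0, 71.7 and 68.5 in siPRMT1 cells. The log2 fold change of Prmt1 was -1.11 at day 1 (standard error 0.0758, adjusted p = 9.8e-04 from edgeR's quasi-likelihood test) and -0.88 at day 3 (standard error 0.0883, adjusted p = 1.2e-05). With each library left out in turn, it stayed between -1.18 and -1.07 at day 1 and between -0.97 and -0.78 at day 3.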

Then, 914 upregulated genes and 1056 downregulated genes were identified for 1 day (Fig. 4*A*), while there were 420 upregulated genes and 524 downregulated genes for 3 days (Fig. 4*C*). 

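Of the 13689 genes tested at day 1, 267 were called higher and 220 lower in siPRMT1 than in siCtrl cells. In all 487 of them the 3 siPRMT1 libraries lay entirely above or entirely below the 3 siCtrl libraries. Among all genes tested, this held for 4310, or 31.5%, where chance gives 10%. Without the threshold on the fold change, 1040 genes passed the adjusted p at day 1, and 3374 had an unadjusted p under 0.05. Leaving out any 1 of the 6 libraries moved the number of higher genes at day 1 by more than 1.5 times. The counts were lowest without siPRMT1 replicate 3, at 61 higher and 62 lower genes, and highest without siCtrl replicate 3, at 504 higher and 369 lower genes. Of the 14039 genes tested at day 3, 399 were called higher and 534 lower, and the groups did not overlap in 923 of these 933 genes. Among all genes tested at day 3 the share without overlap was 34.9%, and 2313 genes passed the adjusted p at any fold change. With 1 library left out at a time, the counts at day 3 stayed between 322 and 400 higher and between 439 and 574 lower genes. The alternative that moved the day 3 counts most dropped the threshold on the fold change and gave 1058 higher and 1255 lower genes. With DESeq2, 245 genes were higher and 234 lower at day 1, of which 224 and 203 were the same genes as with edgeR. The DESeq2 calls at day 3 were 298 higher and 418 lower, sharing 298 and 415 genes with edgeR's.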

By GO analysis, the downregulated genes were found to be mostly related to cell proliferation, white fat cell differentiation, and lipid metabolic progress at day 1 (Fig. 4*B*) and fat cell differentiation, lipid metabolic progress, and lipid storage at day 3 (Fig. 4*D*), indicating that PRMT1 is involved in proper regulation of fat cell differentiation and lipid metabolism. On the other hand, the upregulated transcripts were mainly related to defense response to virus, neuron differentiation, and cell proliferation at day 1 (Fig. S2*A*) and cell adhesion, signaling receptor activity, angiogenesis, and lipid transport at day 3 (Fig. S2*B*). 

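The GO annotation was not used here. In its place, gene lists for the processes above were written by hand from general knowledge, with 50 genes for fat cell differentiation, 55 for lipid metabolic process and 28 for lipid storage, and 17, 13 and 10 of these also stand on another list. Each list was tested among the lower genes with a one-sided exact hypergeometric test against all genes tested, with Benjamini-Hochberg adjustment over 10 lists at 2 days. At day 1, 7 of the 31 fat cell differentiation genes tested were called lower, where 0.498 were expected (adjusted p = 1.4e-06), and 23 of the 31 had a negative log2 fold change. For lipid metabolic process, 4 of 46 genes were called lower, where 0.739 were expected (adjusted p = 0.0094), with 38 of the 46 negative. For lipid storage, 4 of 23 genes were called lower, where 0.370 were expected (adjusted p = 7.9e-04), with 18 of the 23 negative. At day 1, 1 gene of each of the 3 lists was called higher. Adjusted over the list alone in place of all genes tested, 11, 6 and 6 genes of the 3 lists were called at day 1. The lipid metabolic process list lost its call in 4 of the 6 fits without 1 library, with an adjusted p of up to 0.268 without siPRMT1 replicate 3. The lipid storage list lost it in 2 of them, with up to 0.220 without siPRMT1 replicate 2. The called genes with the smallest p at day 1 were Fabp5, Pparg and Cebpa for fat cell differentiation, Fabp5, Acaa2 and Pnpla2 for lipid metabolic process, and Mest, Pnpla2 and Cd36 for lipid storage.

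Fabp5, on chromosome 3 from 10012585 to 10016610, had 66.7 ± 1.38 CPM in siCtrl and 41.1 ± 2.35 CPM in siPRMT1 cells at day 1 (SD, n = 3, after TMM normalization, as for every gene below), a log2 fold change of -0.70 (standard error 0.0737, adjusted p = 0.0030 from edgeR). Mest, on chromosome 6 from 30733506 to 30748466, fell by 0.83 on the log2 scale (standard error 0.105, adjusted p = 0.0048). Acaa2, Pnpla2 and Cd36 had log2 fold changes of -0.50, -0.85 and -0.65, with adjusted p of 0.0105, 0.0115 and 0.0409. Without 1 library, Fabp5 and Mest kept their call in all 6 fits, while Acaa2, Pnpla2 and Cd36 lost it in 4, 2 and 5 of the 6.

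At day 3, 17 of 39 fat cell differentiation genes were called lower, where 1.48 were expected (adjusted p = 1.3e-13), with 37 of the 39 negative and 1 called higher. So were 14 of 52 lipid metabolic process genes, where 1.98 were expected (adjusted p = 2.1e-08), with 46 of the 52 negative. For lipid storage it was 9 of 23 genes, where 0.875 were expected (adjusted p = 2.6e-07), with 17 of the 23 negative. Adjusted over the list alone, 17, 16 and 9 genes were called at day 3. Mrap, on chromosome 16 from 90738324 to 90749776, went from 117 ± 11.3 CPM in siCtrl to 49.2 ± 3.65 CPM in siPRMT1 cells (SD, n = 3), a log2 fold change of -1.25 (standard error 0.0847, adjusted p = 5.0e-07 from edgeR). Scd1, on chromosome 19 from 44394450 to 44407709, went from 2250 ± 102 to 1044 ± 106 CPM (SD, n = 3), a log2 fold change of -1.11 (standard error 0.0790, adjusted p = 6.9e-07 from edgeR). Gpd1, Dgat2, Hilpda and Plin1 had log2 fold changes of -1.08, -0.82, -0.83 and -0.71, each called in all 6 fits without 1 library. At day 1, Plin1 had a log2 fold change of -0.96 and was not called (edgeR's adjusted p = 0.172). It was called at day 1 with the replicate block (-1.02, adjusted p = 0.0341) and with library weights (-0.95, adjusted p = 0.0278). The other top gene of the fat cell differentiation list, Trib3, was higher at day 1 and lower at day 3. When camera estimated the correlation between the genes of a list, the 3 lists had an adjusted p of 0.118 at day 1, and lipid storage had 0.0833 at day 3. The fat cell differentiation and lipid metabolic process lists kept 0.0373 at day 3. The paper reads the terms of the downregulated genes at both days as a sign that PRMT1 takes part in the proper control of fat cell differentiation and of lipid metabolism (Fig. 4, B and D).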

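The defense response to virus list holds 50 hand-written genes, 0 of which stand on another list. At day 1, 22 of the 44 tested were called higher, where 0.858 were expected (one-sided exact hypergeometric test, adjusted p = 2.9e-25), and 40 of the 44 had a positive log2 fold change. Adjusted over the list alone, 29 were called. Rtp4, on chromosome 16 from 23601293 to 23614222, went from 1.97 ± 0.325 to 8.40 ± 0.852 CPM (SD, n = 3, after TMM normalization, as for every gene below), a log2 fold change of 2.06 (standard error 0.158, adjusted p = 0.0015 from edgeR). Oasl2, on chromosome 5 from 114896934 to 114912245, rose by 1.48 on the log2 scale (standard error 0.124, adjusted p = 0.0022). Cxcl10, on chromosome 5 from 92346638 to 92348889, rose by 1.74 (standard error 0.165, adjusted p = 0.0030). All 3 kept their call in every fit without 1 library.

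Of the 54 cell adhesion genes tested at day 3, 9 were called higher, where 1.53 were expected (adjusted p = 4.2e-05), and 4 were called lower. A positive log2 fold change was found in 37 of the 54, and 10 were called higher when adjusted over the list alone. Vcam1, on chromosome 3 from 116110020 to 116129688, went from 39.5 ± 1.98 to 78.5 ± 2.77 CPM (SD, n = 3), a log2 fold change of 0.99 (standard error 0.0746, adjusted p = 1.0e-06 from edgeR). Pcdh18 and Col12a1 had log2 fold changes of 0.89 and 0.59. At day 1, 2 of 54 cell adhesion genes were called higher and 3 lower (adjusted p = 0.355). The difference between the days was past the threshold for this list (fry on the interaction of siRNA and day, adjusted p = 0.0011). With the correlation between genes estimated by camera, the adjusted p was 0.0833 for the virus list at day 1 and 0.118 for the adhesion list at day 3, while fry kept both, at 0.0031 and 0.0056. No list was written for neuron differentiation, signaling receptor activity, angiogenesis or lipid transport.

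**Figure D1:**
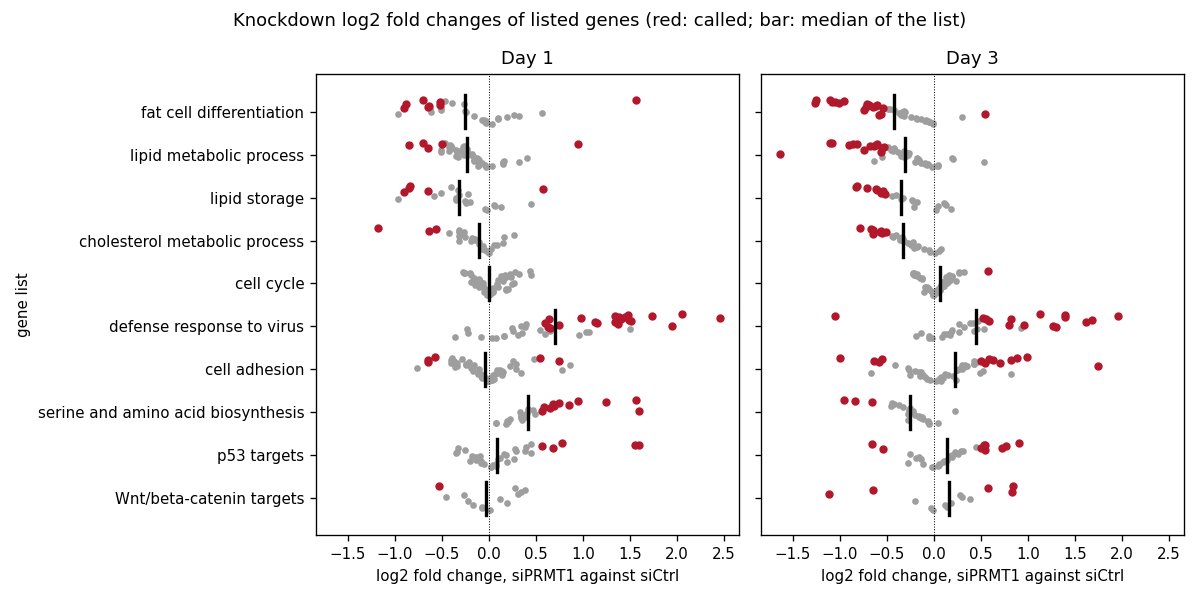
Log2 fold change in siPRMT1 against siCtrl cells (horizontal axis) of every tested gene of the 10 lists (vertical axis) at day 1 and day 3. Each point is a gene, red points are genes called in either direction and each bar is the median of its list, which for defense response to virus is 0.70 at day 1 and 0.45 at day 3 and for fat cell differentiation is -0.25 and -0.42.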

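For Cebpa, Fabp4 and Adipoq, the deposited FPKM was compared with limma on log2(FPKM + 1) over the genes with a mean of at least 1 FPKM, which were 11061 at day 1 and 11273 at day 3, with Benjamini-Hochberg adjustment. A two-sided exact permutation test of the mean FPKM was run beside it, with 0.1 as the smallest p that 3 libraries against 3 allow. Cebpa encodes C/EBPα and lies on chromosome 7 from 35119293 to 35121928. At day 1, its FPKM was 18.9 ± 4.53 in siCtrl and 10.6 ± 0.723 in siPRMT1 cells (SD, n = 3), a log2 difference of -0.76 (standard error 0.150, limma's adjusted p = 0.0316, exact permutation p = 0.1). This call was lost in 4 of the 6 fits without 1 library, and siCtrl replicate 3 stood at 24.1 FPKM against 16.2 and 16.3 in replicates 1 and 2. At day 3, it was 75.1 ± 4.13 against 54.8 ± 1.85 (SD, n = 3), a log2 difference of -0.45 (standard error 0.0640, limma's adjusted p = 0.0034, exact permutation p = 0.1). On the counts, edgeR gave Cebpa log2 fold changes of -0.88 (adjusted p = 0.0156) at day 1 and -0.46 (adjusted p = 4.0e-04) at day 3, the latter under the threshold on the fold change. The day 1 call on the counts was lost in 3 of the 6 fits without 1 library.

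Fabp4, on chromosome 3 from 10204342 to 10208602, had 16.1 ± 2.28 FPKM in siCtrl and 11.7 ± 2.47 in siPRMT1 cells at day 1 (SD, n = 3, limma's adjusted p = 0.131, exact permutation p = 0.2). At day 3, it had 954 ± 68.0 against 874 ± 107 FPKM (SD, n = 3, limma's adjusted p = 0.388, exact permutation p = 0.3). Neither of these differences of Fabp4 passed limma's threshold, but with the replicate number as a block the one at day 1 did (log2 difference -0.43). On the counts, Fabp4 at day 1 was not called by edgeR (log2 fold change -0.51, adjusted p = 0.0974) but was called lower by DESeq2 (-0.52, adjusted p = 0.0401), by edgeR with the replicate block (-0.52, adjusted p = 0.0344) and with all 12 libraries in 1 model (-0.55, adjusted p = 0.0220), and its adjusted p over all alternatives ran from 0.0220 to 0.262. Adipoq, which encodes adiponectin and lies on chromosome 16 from 23146536 to 23157968, had 216 ± 19.6 FPKM in siCtrl and 135 ± 3.98 in siPRMT1 cells at day 3 (SD, n = 3), a log2 difference of -0.67 (standard error 0.0748, limma's adjusted p = 0.0011, exact permutation p = 0.1). At day 1, Adipoq was under the filter, with between 1 and 12 counts per library and 0.343 ± 0.139 against 0.0733 ± 0.0451 FPKM (SD, n = 3, exact permutation p = 0.1). Of 7 alternatives on the counts that kept Adipoq at day 1, 2 called it lower, with adjusted p from 0.0146 to 0.224, and DESeq2 gave it no adjusted p.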

The expression levels of pivotal adipogenesis regulator C/EBPα, C/EBPβ, PPARγ, FABP4, and adiponectin in fragments per kilobase of transcript per million mapped reads were shown in Figure 4*E*. Particularly, we found that knockdown of PRMT1 decreased the expression of PPARγ (Fig. 4*E*), a master regulator of adipogenesis and insulin responsiveness. Moreover, Wnt/β-catenin signaling has been demonstrated to suppress adipogenesis through reducing the expression of PPARγ (21). 

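Pparg lies on chromosome 6 from 115360877 to 115490404, on the plus strand. Its FPKM at day 1 was 26.6 ± 1.73 in siCtrl and 19.2 ± 0.804 in siPRMT1 cells (SD, n = 3), a change of -27.8%. The log2 difference was -0.45 (standard error 0.0713, limma's adjusted p = 0.0162, exact permutation p = 0.1). At day 3, its FPKM was 112 ± 2.71 in siCtrl and 91.4 ± 1.95 in siPRMT1 cells (SD, n = 3), a change of -18.6%. The log2 difference at day 3 was -0.29 (standard error 0.0555, limma's adjusted p = 0.0113, exact permutation p = 0.1). At both days every siPRMT1 library lay below every siCtrl library. Without 1 library, the log2 difference stayed between -0.49 and -0.40 at day 1, where 4 of the 6 fits no longer passed the adjusted p. At day 3 it stayed between -0.31 and -0.27, where 1 of the 6 no longer passed. On the counts, Pparg was called lower at day 1, with a log2 fold change of -0.52 (edgeR's adjusted p = 0.0066), a call kept in 5 of the 6 fits without 1 library, and at day 3 its -0.30 (edgeR's adjusted p = 0.0041) lay under the threshold on the fold change.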

On the basis of our findings that PRMT1 promotes the expression of PPARγ in 3T3-L1 or C3H10T1/2 cells (Figs. 1, *E*, *F*, 2, *C* and *D*), we further sought to determine whether PRMT1 affects adipocyte differentiation through regulating PPARγ. Considering that PRMT1 is a predominant arginine methyltransferase, by chromatin immunoprecipitation analysis, we observed a significant decrease of PRMT1 and H4R3me2a recruitment to the PPARγ promoter in PRMT1 knockdown cells compared to control (Fig. 4*F*). Meanwhile, the enrichment of H3K4me3 at PPARγ promoter also diminished, while the binding of H3K27me3 to PPARγ promoter (Fig. 4*F*) and H4R3me2a to PPARγ enhancer-like region were unchanged (Fig. S2*C*). In addition, we found PRMT1 could also bind to the promoter of FABP4 (Fig. S2*D*). Although PRMT1 was hardly enriched to C/EBPα promoter, it cooperated with PPARγ to strength the transactivation of C/EBPα (Fig. S2, *D* and *E*). H4R3me2a, as an active histone modification mainly mediated by PRMT1, potentiates subsequent histone acetylation and contributes to establishing euchromatin structure (22, 23). Coincidentally, previous study reported that PRMT1 regulates macrophage differentiation *via* mediating H4R3me2a methylation at PPARγ promoter (24). To decipher whether PPARγ is a downstream-regulated gene of PRMT1 mediating the effects of adipogenic differentiation, 3T3-L1 cells were cotransfected with PRMT1 siRNA and PPARγ plasmid. Notably, Figure 4, *G* and *H* showed that overexpression of PPARγ could rescue the inhibited adipocyte differentiation caused by PRMT1 knockdown. Consistent with this, the expression of adipogenic genes including PPARγ and its target genes C/EBPα and FABP4 were markedly restored in cotransfection with siPRMT1 and PPARγ plasmid group (Fig. 4*I*). Together, these experiments confirm that PRMT1 regulates adipocyte differentiation *via* modulating H4R3me2a of PPARγ promoter.

**Figure 4:**
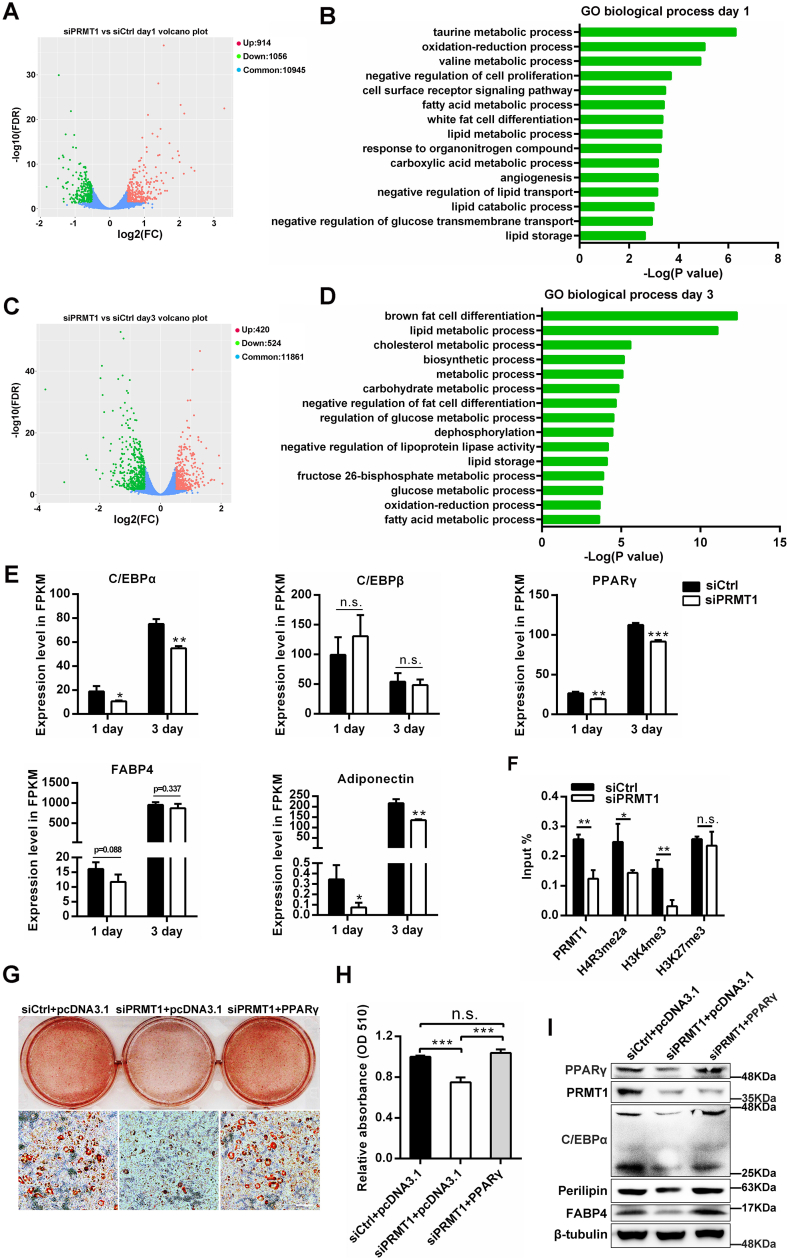
**PRMT1 promotes adipogenic differentiation through mediating H4R3me2a of PPARγ promoter.***A*, volcano plot of the differentially expressed genes between siPRMT1 and siCtrl 3T3-L1 cells at DMI induction for 1 day. *B*, gene ontology (GO) analysis of downregulated genes at day 1. The *p* value of biological process GO-term is shown. *C*, volcano plot of the differentially expressed genes between siPRMT1 and siCtrl 3T3-L1 cells at DMI induction for 3 days. *D*, GO analysis of differentially expressed genes at day 3 involved in lipid metabolism and fat cell differentiation. *E*, the expression levels in FPKM (fragments per kilobase of transcript per million) of master adipogenesis regulators in siPRMT1 and siCtrl 3T3-L1 cells at day 1 and day 3. Data are presented as mean ± SD. n.s. not significance, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. *F*, the enrichment of PRMT1, H4R3me2a, H3K4me3, and H3K27me3 by ChIP analysis at PPARγ promoter in siCtrl and siPRMT1 3T3-L1 cells. Data are presented as mean ± SD (n = 3). Student’s *t* test, n.s. not significance, ∗*p* < 0.05, ∗∗*p* < 0.01. *G*, the adipogenic phenotypes of 3T3-L1 cells transfected with siPRMT1 or siCtrl and empty or PPARγ vector after DMI induction for 6 days were assessed by oil red O staining. The scale bar represents 200 μm. *H*, colorimetric quantitation of oil red O staining shown in (*G*). Student’s *t* test, n.s. not significance, ∗∗∗*p* < 0.001. *I*, protein levels of PRMT1, PPARγ, Perilipin, C/EBPα, and FABP4 at day 6 were detected by Western blot. ChIP, chromatin immunoprecipitation.

### PRMT1 facilitates adipocyte differentiation dependent on its methyltransferase activity

To further expound the enzymes role of PRMT1 in adipogenesis, the selective PRMT1 inhibitor TC-E 5003 was adopted to block PRMT1 arginine methyltransferase function during adipogenic differentiation. As expected, the expression of H4R3me2a was dramatically reduced, and meanwhile, the protein level of PRMT1 remained unchanged (Fig. 5*A*). In accordance with the inhibitory role of PRMT1 silencing in 3T3-L1 cells, striking reduction was observed in lipid accumulation especially in the 2 μM TC-E 5003 treatment group, as assessed by ORO (Fig. 5, *B* and *C*). Furthermore, TC-E 5003 downregulated the mRNA and protein levels of the adipogenic marker genes C/EBPα, PPARγ, and FABP4 in a dose-dependent manner (Fig. 5, *D* and *E*). We also examined the function of TC-E5003 to C3H10T1/2 cells during adipogenesis. Similarly, the expression of C/EBPα, PPARγ, and FABP4 significantly decreased in C3H10T1/2 cells treated with TC-E 5003 compared with the control at 6 days of differentiation (Fig. 5*F*). In addition, Bodipy staining showed that accumulated lipid droplets of C3H10T1/2 cells was restrained in the presence of PRMT1 inhibitor TC-E 5003 (Fig. 5, *G* and *H*). Taken together, PRMT1 promotes adipocyte differentiation dependent on its methyltransferase activity.

**Figure 5:**
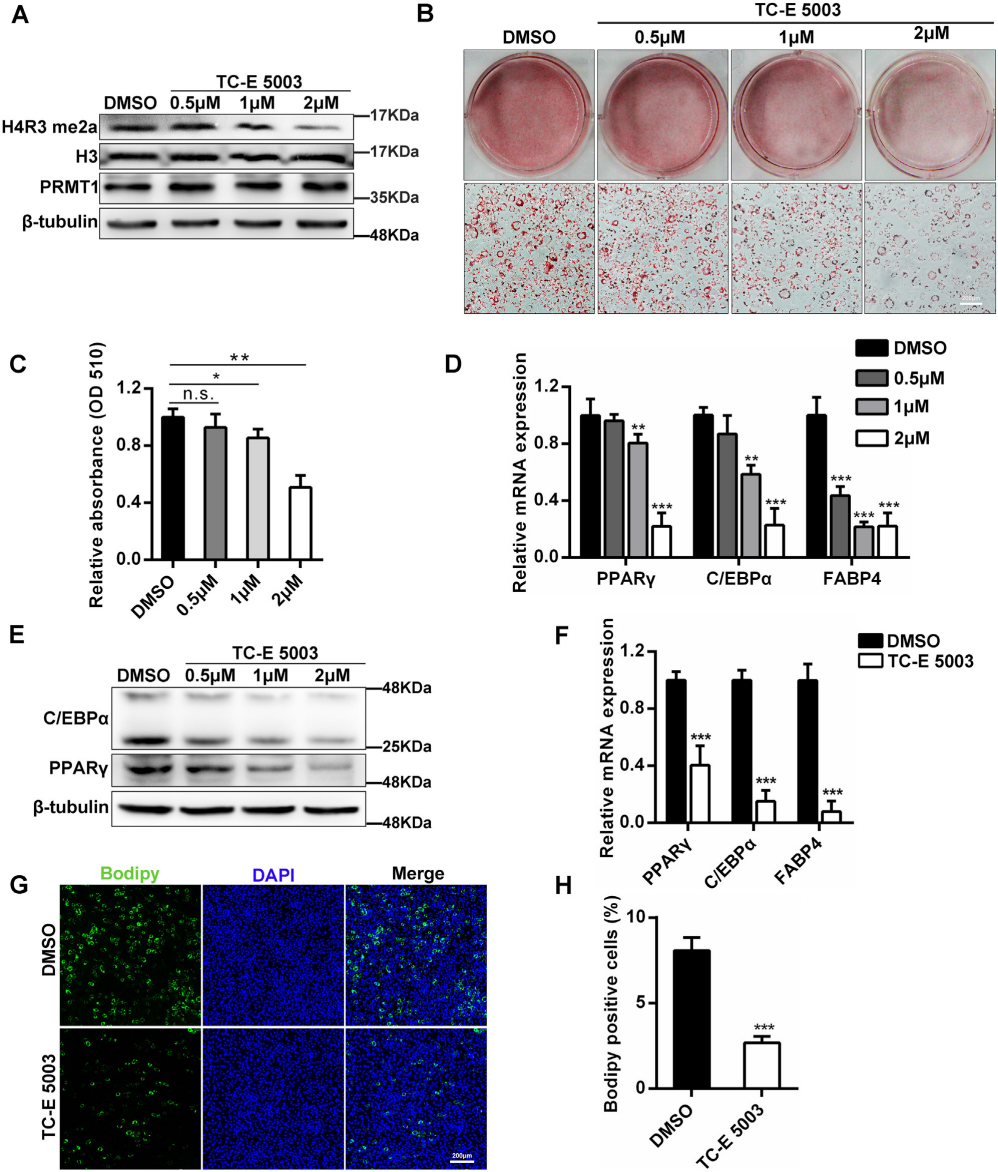
**The methyltransferase activity of PRMT1 is essential for adipocyte differentiation.***A*, 3T3-L1 cells were treated with vehicle (DMSO) or 0.5, 1, and 2 μM TC-E5003 for 36 h and then subjected to Western blot analyses using the corresponding antibodies. *B*, oil red O (ORO) staining of differentiated 3T3-L1 cells treated with vehicle (DMSO) or 0.5, 1, and 2 μM TC-E5003. The scale bar represents 200 μm. *C*, absorption of the eluate was measured photometrically at 510 nm for ORO. Data are shown as mean ± SD (n = 3). Student’s *t* test, n.s. not significance, ∗*p* < 0.05, ∗∗*p* < 0.01. *D*, relative mRNA levels of adipogenic marker genes in differentiated 3T3-L1 cells with the treatment of vehicle (DMSO) or 0.5, 1, and 2 μM TC-E5003 at day 6. Results are shown as mean ± SD (n = 3). Student’s *t* test, ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. *E*, the protein levels of C/EBPα and PPARγ as indicated in (*D*). β-tubulin serves as the internal reference. *F*, qPCR analysis of C/EBPα, PPARγ, and FABP4 in C3H10T1/2 cells with or without TC-E 5003 (2 μM) after induction of adipocyte differentiation for 6 days. Data are presented as mean ± SD (n = 3). Student’s *t* test, ∗∗∗*p* < 0.001. *G*, Bodipy staining determined the adipogenic phenotypes of C3H10T1/2 cells treated with DMSO or TC-E 5003 (2 μM) after DMI induction for 6 days. The scale bar represents 200 μm. *H*, the quantification of Bodipy positive cells. Presented as mean ± SD (n = 3). Student’s *t* test, ∗∗∗*p* < 0.001. DMSO, dimethyl sulfoxide; qPCR, quantitative PCR.

### PRMT1 deficiency impairs MCE during adipogenesis

Adipogenesis involves growth arrest, MCE, terminal differentiation, and adipocytes maturation, one of which occurs early is that growth arrest preadipocytes go through MCE (25). 

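A hand-written cell cycle list of 62 genes, all of them tested, was set against the calls at day 1 of DMI. Of the 62 genes, 0 were called lower and 0 higher in siPRMT1 cells (one-sided exact hypergeometric test for lower genes, adjusted p = 1), where 0.996 lower genes were expected. At an unadjusted p under 0.05, 5 were lower and 7 higher. Without the threshold on the fold change, 3 were lower and 2 were higher at the adjusted p, both over all genes tested and over the list alone, and with that threshold 0 were. A negative log2 fold change was found in 31 of the 62, and their median was -0.0028. The set tests gave adjusted p of 0.827 (camera) and 0.372 (fry). The list holds genes of the cell division machinery and is not the GO term of Fig. 4B.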

GO analysis at day 1, that is, in the stage of MCE, showed PRMT1 participated in cell proliferation (Fig. 4*B*). To investigate whether PRMT1 deficiency also affects MCE, we first utilized EdU incorporation assay to detect the proliferation of 3T3-L1 cells at DMI induction for 24 h (Fig. 6*A*), indicating that PRMT1 deficiency led to a decrease in proliferation (Fig. 6*B*). Similarly, cell counting kit-8 (CCK-8) assay proved that PRMT1 deletion significantly inhibited cell growth (Fig. 6*C*). We then counted the number of 3T3-L1 cells during MCE at different points (Fig. 6*D*). The growth curve suggested that PRMT1 depletion hindered MCE. To further explore this, the protein levels of cell cycle regulatory factors, such as cyclin A2, cyclin D1, cyclin E1, p53, and p57, were determined by Western blot. The expression level of cyclin A2, cyclin D1, and cyclin E1 was reduced, while there was no obvious change in the protein level of p57 (Fig. 6*E*). PRMT1 knockdown has been demonstrated to activate the p53 signal pathway and induce cell growth arrest in tumor (26). Likewise, we observed the significant increase of p53 when PRMT1 was silenced in 3T3-L1 cells (Fig. 6*E*). Additionally, quantitative RT-PCR demonstrated that loss of PRMT1 led to the upregulated expression of p53 target genes including p21, Sestrin2, and PGC1α (Fig. S3). Overall, these findings confirm that PRMT1 positively regulates MCE during adipogenesis.

**Figure 6:**
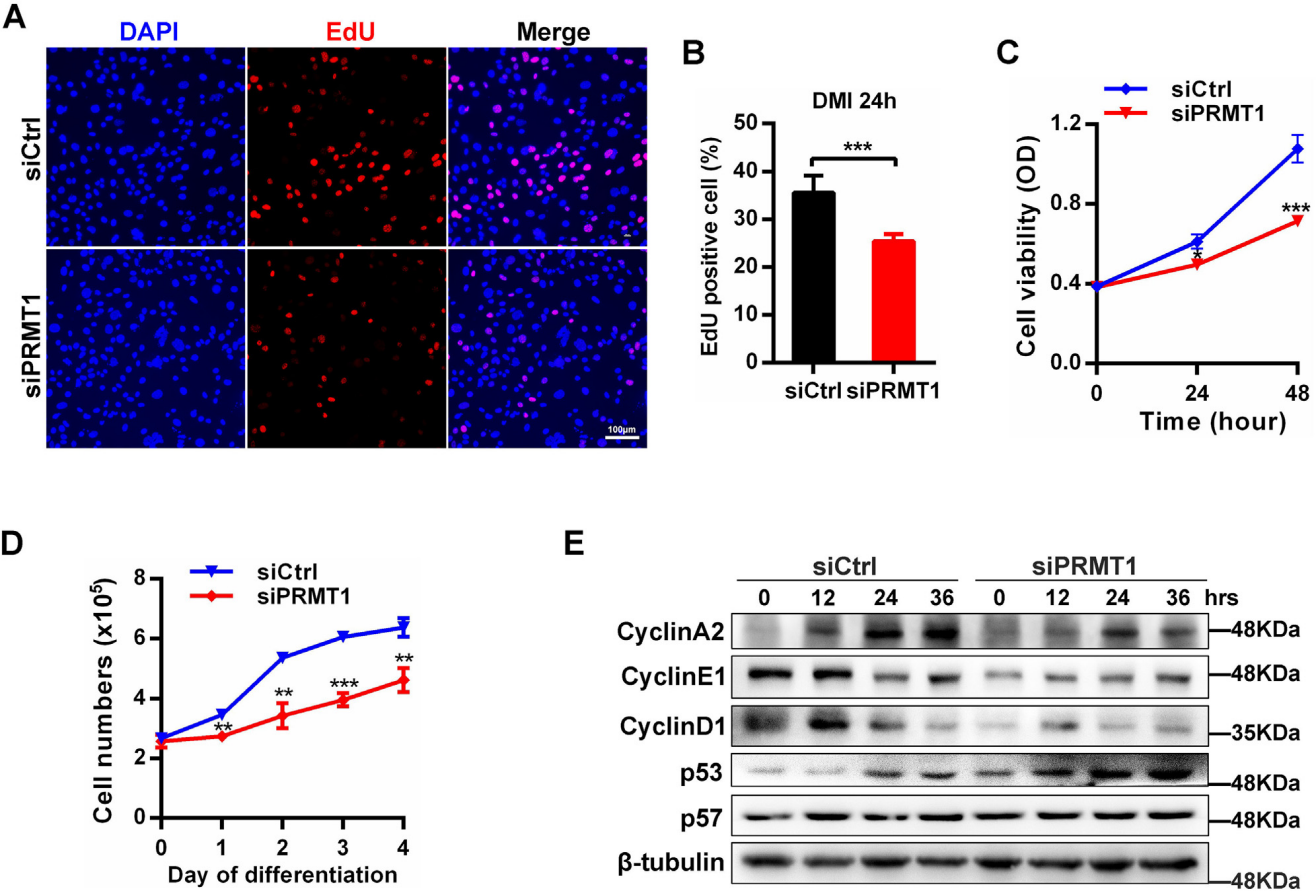
**PRMT1 deficiency hinders mitotic clonal expansion (MCE) during adipogenesis.***A*, representative images of the EdU staining for siCtrl or siPRMT1 3T3-L1 cells after DMI induction for 24 h. The scale bar represents 100 μm. *B*, the percentage of EdU-positive cells as shown in (*A*). *C*, 3T3-L1 cells transfected with siPRMT1 or siCtrl were subjected to the CCK-8 assay at DMI induction for 0, 24, and 48 h. Data are presented as mean ± SD (n = 3). ∗∗*p* < 0.01, ∗∗∗*p* < 0.001. *D*, 3T3-L1 cells transfected with siPRMT1 or siCtrl were induced for adipogenesis. Then, cells were counted at different time points. Data are presented as mean ± SD (n = 3). ∗*p* < 0.05, ∗∗∗*p* < 0.001. *E*, Western blot of cell cycle proteins in 3T3-L1 cells during MCE. CCK-8, cell counting kit 8.

Considering that PRMT1 affected MCE, to further evaluate whether PRMT1 may influence adipogenic differentiation independent of MCE, 3T3-L1 cells were transfected with siCtrl and siPRMT1 after DMI induction for 2 days when 3T3-L1 cells had gone through MCE. In accord with findings of Figure 1, Bodipy staining and ORO demonstrated PRMT1 deficiency suppressed terminal adipocyte differentiation (Fig. S4, *A*–*D*), accompanied by the lessened expression of adipogenic genes C/EBPα, PPARγ, Perilipin, adiponectin, and FABP4 (Fig. S4*E*). These findings reveal that PRMT1 orchestrates MCE and adipogenic differentiation, respectively.

### PRMT1 interacts with C/EBPβ and enhances the phosphorylation of C/EBPβ

Previously, C/EBPβ was reported to upregulate mitosis-related genes expression, thereby facilitating MCE in the early progress of adipogenesis and triggering the transcription of PPARγ and C/EBPα in the late stage of differentiation (6). Interestingly, we detected the expression profiles of PRMT1 in adipogenesis similar to C/EBPβ (Fig. 7, *A* and *B*). By confocal microscopy in 3T3-L1 cells, we confirmed that PRMT1 colocalized in the nucleus with C/EBPβ (Fig. 7*C*). 

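Cebpb, which encodes C/EBPβ, lies on chromosome 2 of GRCm38 from 167688915 to 167690432 on the plus strand. In the RNA sequencing libraries, its FPKM at day 1 of DMI was 99.3 ± 29.7 in siCtrl and 131 ± 35.5 in siPRMT1 cells (SD, n = 3). The log2 difference was 0.40 (standard error 0.251, limma's adjusted p = 0.358, exact permutation p = 0.4). At day 3, its FPKM was 54.1 ± 14.4 in siCtrl and 48.4 ± 9.30 in siPRMT1 cells (SD, n = 3), a log2 difference of -0.14 (standard error 0.190, limma's adjusted p = 0.642, exact permutation p = 0.7). At both days the FPKM of siCtrl and siPRMT1 libraries overlapped. The difference at day 3 changed its sign in 2 of the 6 fits without 1 library, to 0.056 without siCtrl replicate 2. The counts gave log2 fold changes of 0.35 at day 1 and -0.16 at day 3, with edgeR's adjusted p of 0.408 and 0.517. Without siCtrl replicate 3, the day 1 log2 fold change of the counts rose to 0.59 and was called. With library weights it was 0.45, which passed the adjusted p (0.0329) but lay under the threshold on the fold change.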

Although PRMT1 had little effect on the mRNA expression of C/EBPβ demonstrated by quantitative PCR (qPCR) (Fig. 7*D*) and RNA-seq data (Fig. 4*E*), the protein level of C/EBPβ was attenuated in PRMT1 deficiency 3T3-L1 cells (Fig. 7*E*). Conversely, overexpression of PRMT1 increased the protein level of C/EBPβ (Fig. 7*F*), whereas C/EBPβ in turn did not affect the protein expression of PRMT1 (Fig. S5). These data suggested that PRMT1 regulates C/EBPβ expression at posttranscriptional level. Furthermore, we found that C/EBPβ rescued the inhibited proliferation ability of MCE by PRMT1 knockdown (Fig. 7, *G* and *H*).

**Figure 7:**
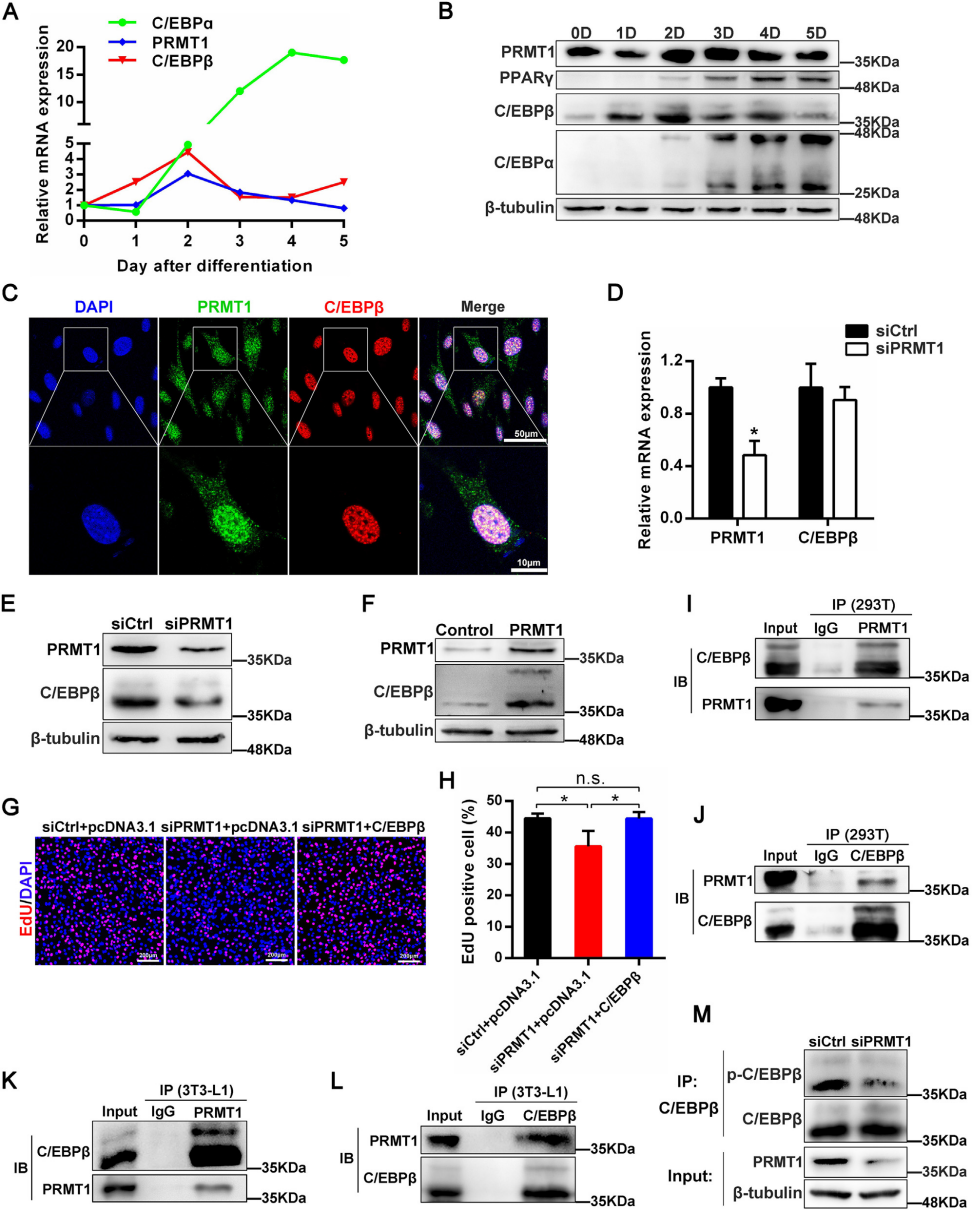
**PRMT1 interacts with C/EBPβ and reinforces the phosphorylation of C/EBPβ.***A*, 3T3-L1 preadipocytes were induced for adipogenesis. The mRNA expression levels of PRMT1, C/EBPɑ, and C/EBPβ were detected by qRT-PCR at the indicated time points. *B*, the protein profiles of PRMT1, C/EBPβ, C/EBPɑ, and PPARγ were determined by Western blot during adipocyte differentiation. *C*, representative confocal images displaying the colocalization between PRMT1 and C/EBPβ. *D*, mRNA expression of C/EBPβ in siCtrl and siPRMT1 3T3-L1 cells with the treatment of DMI for 2 days. Data are represented as mean ± SD (n = 3). ∗*p* < 0.05. *E*, protein expression of C/EBPβ in siCtrl and siPRMT1 3T3-L1 cells. *F*, protein level of C/EBPβ was detected in 3T3-L1 cells overexpressing control or PRMT1 plasmids with the treatment of DMI for 2 days. *G*, the effect of PRMT1 knockdown or together with overexpression of C/EBPβ on proliferation of 3T3-L1 cells at day 2. *H*, percentage of EdU-positive cells shown in (*G*). Data are represented as mean ± SD (n = 3). n.s. not significance, ∗*p* < 0.05. *I* and *J*, PRMT1 interacts with C/EBPβ in 293T cells. 293T cells were cotransfected with plasmids expressing PRMT1 and C/EBPβ. The interaction between PRMT1 and C/EBPβ was authenticated by immunoprecipitation using anti-PRMT1 antibody (*I*) or anti-C/EBPβ antibody (*J*). Immunoblotting was performed with the indicated antibodies. *K*, PRMT1 interacts with C/EBPβ in 3T3-L1 cells. 3T3-L1 cells with the treatment of DMI for 2 days were lysed for immunoprecipitation with anti-PRMT1 antibody and then analyzed by Western blot as indicated. *L*, C/EBPβ interacts with PRMT1 in 3T3-L1 cells. 3T3-L1 cells with the treatment of DMI for 2 days were lysed for immunoprecipitation with anti-C/EBPβ antibody and then analyzed by Western blot as indicated. *M*, 3T3-L1 cells transfected with siCtrl and siPRMT1 were induced with DMI for 2 days. Lyses were immunoprecipitated with anti-C/EBPβ antibody and then analyzed by Western blot as indicated. qRT-PCR, quantitative RT-PCR.

We next set out to explore the underlying regulatory mechanism between PRMT1 and C/EBPβ. PRMT1 and C/EBPβ plasmids were cotransfected into 293T cells and the interaction between PRMT1 and C/EBPβ were discovered by coimmunoprecipitation (co-IP) (Fig. 7, *I* and *J*). In addition, consistent with this, we detected an interaction between PRMT1 and C/EBPβ in 3T3-L1 cells (Fig. 7, *K* and *L*). Since PRMT1 catalyzes arginine methylation of histone and nonhistone proteins, we suspected PRMT1 might affect the arginine methylation of C/EBPβ protein. To test this hypothesis, PRMT1 and C/EBPβ were cotransfected into 293T cells and then immunoprecipitation (IP) was adopted to measure the asymmetric methylation of C/EBPβ. Surprisingly, PRMT1 resulted in the decreased asymmetrically methylated C/EBPβ level in 293T cells (Fig. S6*A*), while PRMT1 deletion contributed to the raised asymmetrically methylated C/EBPβ level in 3T3-L1 cells (Fig. S6*B*). We then hypothesized that PRMT1 might affect the arginine methylation of C/EBPβ through other PRMT isoforms. Recent study has shown that depletion of PRMT1 in adipocytes leads to an increase in mRNA levels of type I PRMTs, including PRMT3, PRMT4, PRMT6, and PRMT8, in which the highest increase is PRMT6 (19). Besides, PRMT1 is reported to suppress PRMT6 in skeletal muscle and myoblasts, resulting in the depressed methylation of FOXO3 (27). Similarly, in our study, we also observed the upregulated expression of PRMT6 in PRMT1 knockdown 3T3-L1 cells (Fig. S6, *C* and *D*), indicating PRMT1 might influence methylation of C/EBPβ indirectly *via* PRMT6. Of note, phosphorylated C/EBPβ exhibited a significant decrease in PRMT1-deficient 3T3-L1 cells (Fig. 7*M*), which is considered as active C/EBPβ to trigger the transcription of PPARγ and C/EBPα (6). Taken together, our findings indicate that PRMT1 interacts with C/EBPβ and enhances the phosphorylation of C/EBPβ.

### PRMT1 acts as a positive regulator of CEBP/β protein stability by downregulating Smurf2

Our aforementioned data suggested that PRMT1 interacts with C/EBPβ and elevates its protein level. We next addressed how PRMT1 regulates the protein level of C/EBPβ. PRMT1 has been proven to be associated with protein stability and ubiquitination in multiple cells (28, 29, 30, 31). To pinpoint whether PRMT1 affects the stability of C/EBPβ, 3T3-L1 cells transfected with siCtrl or siPRMT1 were harvested after the translational inhibitor cycloheximide pretreatment for 0, 2, 4, 6, and 8 h and then C/EBPβ protein expression was analyzed. The protein level of C/EBPβ in control group decreased in a time-dependent manner (Fig. 8*A*). Compared to controls, C/EBPβ was more highly degraded and had a shorter half-life in PRMT1 knockdown 3T3-L1 cells (Fig. 8*B*), indicating PRMT1 might contribute to the stability of C/EBPβ. In addition, MG132 was employed to protect C/EBPβ protein from degradation mediated by ubiquitin-proteasome pathway in 3T3-L1 cells. As anticipated, MG132 treatment significantly increased the protein level of C/EBPβ in both siCtrl and siPRMT1 3T3-L1 cells and was able to effectively recue the attenuated protein level of C/EBPβ triggered by PRMT1 silencing (Fig. 8, *C* and *D*). Notably, PRMT1 reduced the ubiquitination of C/EBPβ in 293T cells (Fig. 8*E*). On the contrary, the ubiquitination of C/EBPβ was enhanced in PRMT1 knockdown 3T3-L1 cells (Fig. 8*F*).

**Figure 8:**
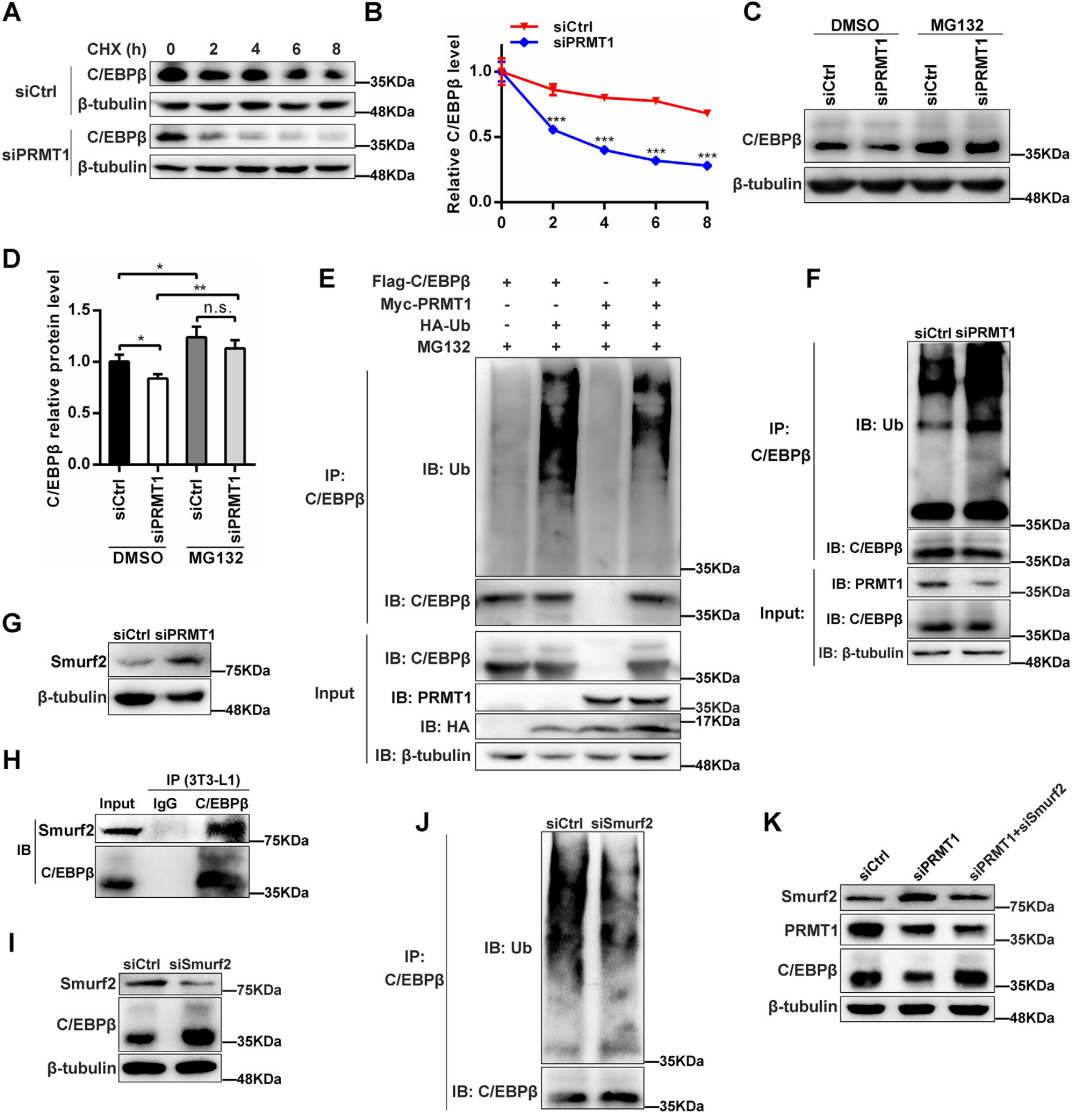
**PRMT1 promotes the protein stability of C/EBPβ by decreasing the level of Smurf2.***A*, siCtrl or siPRMT1 preadipocytes were incubated with DMI for 24 h and then treated with CHX. Cells were harvested at the indicated time points and analyzed by immunoblotting. *B*, quantification of the immunoblotting signals from (*A*). *C*, 3T3-L1 cells were transfected with siCtrl or siPRMT1 and induced for adipogenesis. After induction for 1 day, cells were treated with vehicle (DMSO) or MG132(10 μM) for 12 h and then analyzed by Western blot. *D*, quantification of the C/EBPβ protein levels relative to loading control β-tubulin. *E*, 293T cells were transfected with plasmids expressing Flag-C/EBPβ, Myc-PRMT1, and HA-Ub as indicated for 24 h and treated with MG132 for 12 h. Cells were lysed for co-IP with anti-C/EBPβ antibody and detected by immunoblotting with anti-Ub antibody. *F*, 3T3-L1 cells were transfected with siCtrl or siPRMT1 on confluence. After DMI induction for 24 h, cells were treated with MG132 for 12 h. The ubiquitination of C/EBPβ was determined by immunoprecipitation using anti-C/EBPβ antibody and immunoblotting with anti-Ub antibody. *G*, Western blot analysis of the protein expression of Smurf2. *H*, C/EBPβ interacts with Smurf2. 3T3-L1 cells with the treatment of DMI for 2 days were lysed for immunoprecipitation with anti-C/EBPβ antibody and then analyzed by Western blot as indicated. *I*, protein level of C/EBPβ and Smurf2 was detected when Smurf2 was silenced in 3T3-L1 cells with the treatment of DMI for 2 days. *J*, 3T3-L1 cells were transfected with siCtrl or siSmurf2 on confluence. After DMI induction for 24 h, cells were treated with MG132 for 12 h. The ubiquitination of C/EBPβ was determined by immunoprecipitation using anti-C/EBPβ antibody and immunoblotting with anti-Ub antibody. *K*, 3T3-L1 cells were transfected with siCtrl, siPRMT1, or siSmurf2 as indicated and the protein expression of Smurf2, PRMT1, and C/EBPβ were analyzed by Western blot after DMI induction for 2 days. CHX, cycloheximide; DMSO, dimethyl sulfoxide.

We struggled to probe into the mechanism by which PRMT1 promoted the protein stability of C/EBPβ. It was wondrously found that PRMT1 deletion in 3T3-L1 cells contributed to the increased protein expression of Smurf2 (Fig. 8*G*), a member of E3 ligase family. Similarly, research has shown that PRMT1 methylates Smurf2 and regulate its stability in HeLa cells (32). We wonder if PRMT1 might affect C/EBPβ stability by Smurf2. To validate our speculation, co-IP was employed to investigate the relationship between Smurf2 and C/EBPβ, confirming that C/EBPβ interacted with Smurf2 in 3T3-L1 cells (Fig. 8*H*). Furthermore, when Smurf2 was silenced in 3T3-L1 cells, the protein expression of C/EBPβ was notably augmented (Fig. 8*I*), while the ubiquitination of C/EBPβ was markedly diminished (Fig. 8*J*). Indeed, cotransfection with siPRMT1 and siSmurf2 in 3T3-L1 cells rescued the reduced protein of C/EBPβ resulted from PRMT1 deficiency (Fig. 8*K*). In sum, these results identify E3 ligase Smurf2 regulates the ubiquitylation and degradation of C/EBPβ in 3T3-L1 cells and uncover PRMT1 promotes C/EBPβ stability by negatively regulating Smurf2. We put forward a model to illustrate how PRMT1 regulates adipogenesis in Figure 9.

**Figure 9:**
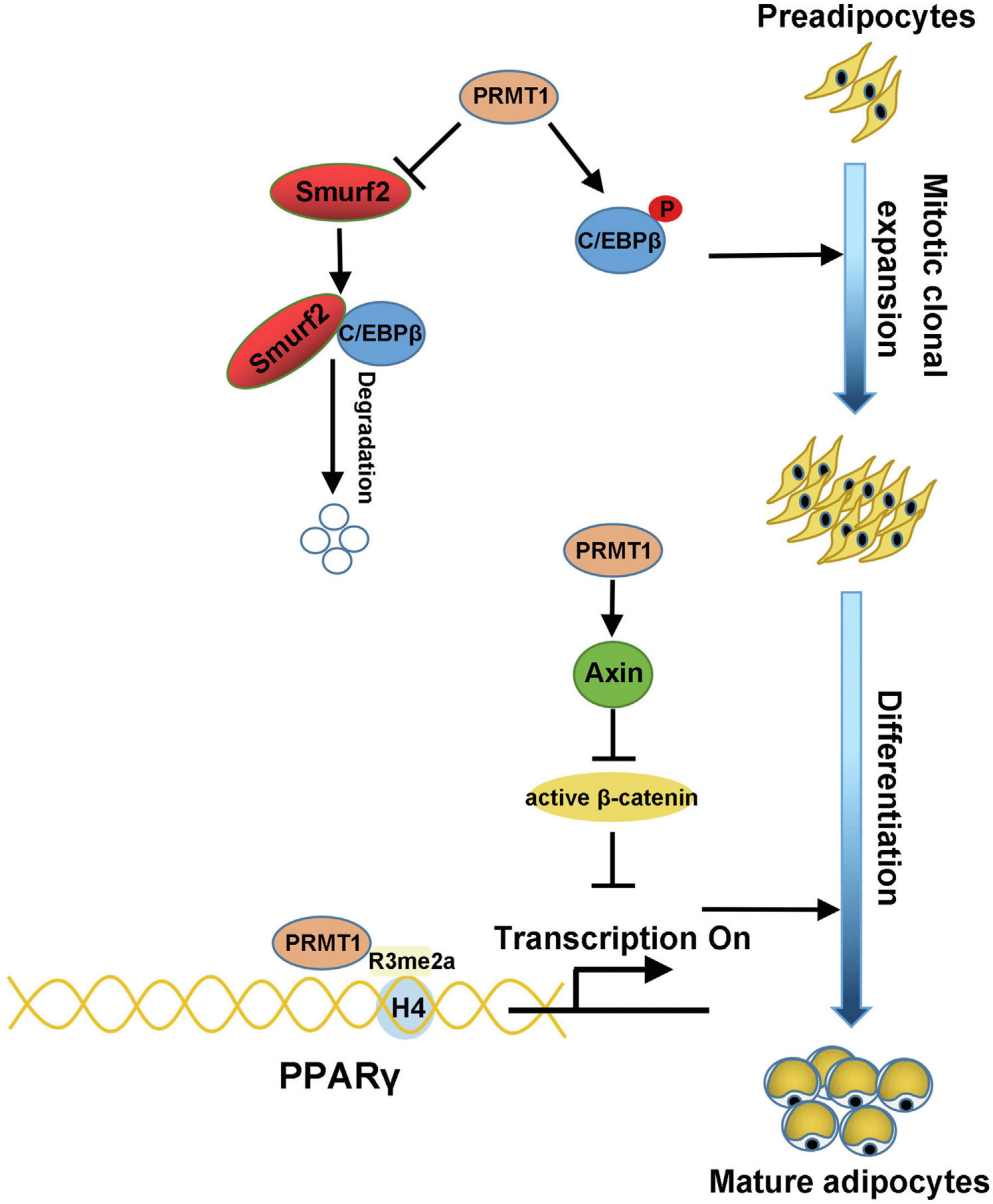
**Mechanism scheme for the role of PRMT1 in adipogenesis.** PRMT1 interacts with C/EBPβ and accelerates its phosphorylation to promote mitotic clonal expansion. Moreover, PRMT1 enhances the protein stability of C/EBPβ by reducing the level of E3 ubiquitin ligase Smurf2 that promotes the ubiquitination and degradation of C/EBPβ. Besides, PRMT1 regulates PPARγ expression by mediating H4R3me2a and reinforces its transactivity on target genes. Meanwhile, PRMT1 hinders the activation of Wnt/β-catenin signaling by increasing the level of Axin to promote adipocyte differentiation. Therefore, PRMT1 promotes adipogenesis through positively regulating C/EBPβ and PPARγ and negatively regulating Wnt/β-catenin signaling.

## Discussion

Recent studies of mouse models have shown that PRMT1 participates in metabolism in various tissues. Cardiac-specific PRMT1 ablation induces myocardium hypertrophy and heart attack through CaMKII dysregulation (33), while skeletal muscle–specific Prmt1 KO leads to muscle atrophy *via* hyperactivated FOXO3 with enhanced energy deprivation (27). Deletion of hepatic PRMT1 in hyperglycemic *db*/*db* mice causes the inhibition of FOXO1-dependent gluconeogenesis (34). Adipocyte-specific depletion of Prmt1 impairs glucose homeostasis by promoting the activation of the AMPK pathway, resulting in decreased fat mass and increased lipophagy (19). Likewise, we found PRMT1 is involved in metabolic process of adipocytes *in vitro*. The formation of new fat cells through adipogenesis responding to excess caloric energy is essential for metabolic health and the expansion of adipose depots (35, 36). Despite PRMT1 is of great significance to metabolism, its function and underlying mechanisms in adipogenesis remain unclear. In the present study, we reveal that PRMT1 regulates the expression of C/EBPβ and PPARγ at the posttranslational and transcriptional level, respectively, ultimately leading to the promotion of adipogenesis.

Adipogenesis is highly orchestrated by a complicated network of regulators, of which PPARγ is the master regulator. PPARγ inactivation causes severe lipodystrophy and insulin resistance, and precursor cells fail to induce any lipid accumulation when lack of PPARγ, that cannot be even restored by ectopic expression of C/EBPα (9, 10). We find that PRMT1 is required for adipocyte differentiation, lipid accumulation, and adipogenic genes expression, including PPARγ, in both 3T3-L1 cells and C3H10T1/2 cells, indicating a regulatory effect of PRMT1 on PPARγ expression. This finding is further testified by RNA-seq. Furthermore, PRMT1 deficiency leads to the decreased enrichment of H4R3me2a at PPARγ promoter. Consistent with our finding, PRMT1 has been demonstrated to regulate macrophage differentiation by catalyzing H4R3me2a methylation at the PPARγ promoter (24). Arg3 methylation on histone H4 by PRMT1 is closely related to transcriptional activation (23). Indeed, PPARγ overexpression rescues the inhibition of adipocyte differentiation and adipogenesis marker genes expression caused by PRMT1 knockdown. In addition, PRMT1 methyltransferase inhibitor TC-E 5003 significantly suppresses adipocyte differentiation and the expression of PPARγ and its target genes. To summarize, our data indicate that PRMT1 regulates adipogenesis in a PPARγ-dependent manner.

Many important signaling pathways orchestrate the process of preadipocyte differentiation into mature adipocytes, including Wnt/β-catenin signaling and Hedgehog signaling. It is widely spread that Wnt signaling plays a vital role in the differentiation of mesenchymal stem cells into mature adipocytes (6). Autocrine Wnt expression restrains terminal differentiation into mature adipocytes from precursors, while perturbation of Wnt signaling by Axin overexpression in preadipocytes promotes these cells to differentiate into adipocytes (37). Previous study has shown that PRMT1 directly interacts with and methylates Axin to enhance its stability (20). In this work, we find that knockdown of PRMT1 decreases the level of Axin and accelerates the level of active β-catenin. Conversely, overexpression of PRMT1 reduces the level of active β-catenin. Moreover, the inhibition of lipid accumulation triggered by PRMT1 depletion can be partially rescued by Wnt inhibitor IWR-1 endo that stabilizes Axin to block Wnt signaling pathway. Wnt/β-catenin signaling has been demonstrated to inhibit adipogenesis *via* reducing the expression of PPARγ and C/EBPα (21). Inhibiting Wnt/β-catenin signaling by IWR-1 endo restores the expression of PPARγ and C/EBPα in the absence of PRMT1. As a consequence, PRMT1 regulates adipogenesis through Wnt/β-catenin signaling.

MCE is a precondition for adipocyte terminal differentiation. In the early stage of adipogenesis, growth-retarded preadipocytes reentry into the cell cycle in response to adipogenic stimuli and go through MCE, followed by sequential expression of adipocyte phenotype-specific genes (7). Here, we show that PRMT1 deficiency inhibits MCE and leads to the downregulated expression of cyclin D1 and cyclin E1 and the upregulated expression of p53. p53 plays a vital role in adipocyte development, adipose tissue homeostasis, and metabolism (38). PRMT1 regulates splicing of Mdm4, controlling p53 levels *via* proteasomal degradation pathways in epicardial-derived cell lineages (26). Thus, it is worthwhile in further work to explore whether PRMT1 may regulate alternative splicing of Mdm4 to influence adipogenesis. C/EBPβ is crucial for MCE, and the blocked MCE is likely due to the lessened level of C/EBPβ. This suggestion is supported by the observation that C/EBPβ restores the attenuated proliferation by PRMT1 depletion during MCE. Although PRMT1 has little effect on the transcription of C/EBPβ, it is able to augment the protein level of C/EBPβ, which indicates the role of PRMT1 on C/EBPβ at posttranscriptional level. Interestingly, we find that PRMT1 directly interacts with C/EBPβ. PRMT1 is responsible for the majority of asymmetric dimethylation in mammalian cells (39). However, PRMT1 knockdown aggrandizes the methylation of C/EBPβ. In contrast, overexpression of PRMT1 leads to the lowered methylation level of C/EBPβ. Besides, PRMT1 depletion accelerates the expression of other type 1 PRMT family members, such as PRMT6 and PRMT4. Similarly, depletion of Prmt1 in both adipocytes and eWAT results in an increase of type I PRMTs, including PRMT6 (19). PRMT1 indirectly modulates arginine methylation of FOXO3 by repressing the expression of PRMT6 in skeletal muscle and eWAT (19, 27). Thus, PRMT1 may indirectly regulate C/EBPβ methylation *via* PRMT6 in adipocytes. It has been recently shown that the interaction of C/EBPβ with SWI/SNF and mediator complexes is restrained by arginine methylation mediated by PRMT4, and there is a negative regulation between phosphorylation and methylation of C/EBPβ (13). Adipogenic induction requires the phosphorylation and activation of C/EBPβ by MAP kinase and GSK3β (6). Contrary to the effect on methylation, PRMT1 positively regulates the phosphorylation of C/EBPβ. Previous studies have suggested that PRMT1 participates in regulating protein stability (28, 29, 30, 31). PRMT1 interacts not only with ribosome and proteasome constituents but also with deubiquitinases, such as USP7, that promotes protein stability (28). Asymmetrically dimethylated EZH2 by PRMT1 impedes the phosphorylation and ubiquitylation of EZH2 to regulate breast cancer metastasis (31). PRMT1 methylates RBM15 and leads to its degradation *via* ubiquitylation by E3 ligase CNOT4 (30). Indeed, our findings show that PRMT1 enhances the stability of C/EBPβ and prevents its ubiquitylation by downregulation of Smurf2 protein level. Smurf2 is a HECT-type E3 ubiquitin ligase as a negative regulator of TGF-β signaling (40). Smurf2 is methylated by PRMT1, and knockdown of PRMT1 resulted in the increased Smurf2 expression in HeLa cells (32). However, little is known about the roles of Smurf2 in adipogenesis or the relationship with C/EBPβ. We identify that it serves as E3 ligase to promote the ubiquitylation and degradation of C/EBPβ. Moreover, Smurf2 is also an E3 ubiquitin ligase for Axin that mediates proteasomal degradation of Axin, and knockdown of endogenous Smurf2 results in reduced β-catenin (41). Therefore, it is intriguing to deepen the understanding whether PRMT1 may regulate the protein level of Axin by Smurf2 in the future.

In conclusion, this study reveals that PRMT1 is essential for adipogenesis, orchestrating both MCE and terminal differentiation. The mechanisms underlying the effects of PRMT1 on adipogenesis involve positive regulation of C/EBPβ and PPARγ at the posttranslational and transcriptional level, respectively. PRMT1 reinforces C/EBPβ stability by downregulation of E3 ligase Smurf2 protein. H4R3me2a at PPARγ promoter mediated by PRMT1 triggers the transcription of PPARγ. In addition, PRMT1 negatively regulates the activation of Wnt/β-catenin signaling by upregulation of Axin protein level. These findings supply a new approach to delineate the molecular mechanism of adipogenesis and provide potential therapeutic targets for obesity.

## Experimental procedures

### Cell culture and differentiation

3T3-L1 and C3H10T1/2 cells (ATCC) were grown in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) with 10% fetal bovine serum (FBS, Gibco) and 1% penicillin/streptomycin. For adipogenic differentiation of 3T3-L1 cells, cells were treated with 1 μM dexamethasone, 500 μM 3-isobutyl-1-methylxanthine, 10 μg/ml insulin (DMI) when cells reached confluence for 2 days. After 3 days, DMI medium was replaced by 10% FBS medium containing only 10 μg/ml insulin, and cells were maintained in this medium for 3 days. C3H10T1/2 cells were grown to 50% confluence and then committed into the adipogenic lineage by treating with 10 ng/ml BMP4 recombination protein, in which they were maintained until 2 days post-confluence. Then C3H10T1/2 cells were induced to adipocyte differentiation using the same aforementioned cocktail.

### siRNA and plasmids transfection

For PRMT1 knockdown, targeted siRNAs and nontargeted control siRNA were purchased from Invitrogen. The sequences of all siRNAs were listed in Table S1. The coding sequence of mouse PRMT1 was cloned into pcDNA3.1-Myc vector to generate pcDNA3.1-Myc-PRMT1. Plasmids C/EBPβ-Flag and HA-Ub were purchased from Miaolingbio. Lipofectamine 3000 transfection reagent (Invitrogen) was utilized for transfection with siRNAs or plasmids as per manufacturer’s instructions. The transfected cells were induced to differentiation after 2 days of confluence.

### PRMT1 inhibitor treatment

TC-E 5003 (APE×BIO), a selective PRMT1 inhibitor (42), was used to specifically investigate the roles of PRMT1 methyltransferase activity during adipogenic differentiation. Cells were cultured in adipogenic medium supplemented with TC-E 5003 or vehicle (dimethyl sulfoxide) on 2 days post-confluence. After 6 days of differentiation, ORO or Bodipy staining was employed to confirm the lipid droplet accumulation.

### Wnt signaling inhibitor treatment

Cells were treated with IWR-1 endo (APE×BIO), a specific β-catenin inhibitor stabilizing Axin, which is a scaffold protein of the β-catenin destruction complex to block Wnt signaling pathway (43). After transfection of siPRMT1 for 12 h，the culture medium was substituted by fresh DMEM containing 10% FBS and 5 μM IWR-1 endo until 2 days post-confluence. Then differentiation was induced by displacing the medium with DMEM combined with 10% FBS, DMI, and IWR-1 endo.

### RNA extraction and real-time quantitative PCR

Total RNA was extracted from cultured cells by TRIzol reagent (Magen) and reverse transcription was conducted by StarScript II First-strand cDNA Synthesis Kit (GenStar). Quantitation of the mRNA levels by qPCR was performed on a real-time PCR system LightCycler 480 (Roche) using SYBR Green Master Mix (GenStar). Relative mRNA levels were normalized by endogenous reference gene (β-actin). The primers used for qPCR are listed in Table S2.

### Western blot

Cells were lysed in radioimmunoprecipitation assay protein extraction buffer (FDbio) within 1% protease inhibitor cocktail. The lysed samples were centrifuged at 14, 000*g* and 4 °C for 10 min and supernatants containing protein were collected. The concentrations of proteins were quantified by bicinchoninic acid regent (Beyotime) according to the manufacturer’s protocol and proteins were boiled at 100 °C for 10 min. Equivalent amount of protein samples were separated in 10% SDS-PAGE and transferred to polyvinylidene difluoride membrane (Millipore). After blocking, membranes were incubated overnight at 4  °C with the specific primary antibodies shown in Table S3. The membranes were washed and then incubated with corresponding secondary antibodies for 1 h at room temperature (RT). Blots were visualized by the ECL chemiluminescence system.

### IP

Co-IP was performed using Dynabeads Protein G IP Kit (10007D, Invitrogen) following the IP protocol. Cells were lysed in IP lysis buffer for 30 min. Dynabeads were rotatably incubated with indicated antibodies for 2 h at RT. Cell lysates were collected for IP and incubated with indicated Dynabeads–antibodies complex overnight at 4 °C. The beads were washed four times in wash buffer. Then immunoprecipitates and input were applied for Western blot. The antibodies used for IP are listed as follows: anti-PRMT1 (2449s, Cell Signaling Technology), anti-Ubiquitin (3933s, Cell Signaling Technology), anti-C/EBPβ (ab32358, abcam), anti-Flag (8146s, Cell Signaling Technology), and anti-Myc (2276s, Cell Signaling Technology).

### Luciferase reporter assay

Luciferase reporter assays were implemented according to product instruction (Promega). CEBP/ɑ-promoter luciferase vector and renilla luciferase-expressing plasmid (pRL) were cotransfected with PRMT1 plasmids, PPARγ plasmids, or empty vector into 293T cells. After 36 h transfection, cells were lysed and enzymic reactions were assayed. The firefly luciferase activity was normalized to renilla luciferase internal control.

### ORO

Adipocytes were stained by ORO for determination of lipid accumulation. Cells were fixed with 4% formaldehyde for 10 min and washed by 60% isopropanol, followed by incubation with the working solution of ORO (Sigma–Aldrich; ORO:deionized water = 6:4) for 1 h at RT in the dark. After staining, cells were washed twice with distilled water and visualized using bright-field microscopy (Nikon). Finally, ORO was collected from the cells using 100% isopropanol, and absorbance was measured at 510 nm.

### Bodipy staining

Cells were fixed with 4% paraformaldehyde for 30 min and permeabilized with 0.1% of Triton X-100 in PBS for 20 min. After being washed with PBS for three times, cells were stained with Bodipy for 30 min, and the nucleus was stained with 4′,6-diamidino-2-phenylindole (DAPI) for 3 min. Photograph were captured by microscope (Nikon).

### Immunofluorescence and confocal microscopy

After DMI induction for 1 day, 3T3-L1 cells were fixed with 4% paraformaldehyde for 30 min and permeabilized with 0.1% of Triton X-100 in PBS for 20 min. Samples were then blocked in 4% bovine serum albumin in PBS for 1 h at RT and incubated with mouse anti-PRMT1 antibody (sc-166963, Santa Cruz) and rabbit anti-C/EBPβ antibody (ab32358, abcam) in 1% bovine serum albumin/PBS overnight at 4 °C. Washed three times with PBS, cells were then incubated with antimouse IgG secondary antibody–conjugated Alexa Fluor 488 and anti-rabbit IgG secondary antibody–conjugated Alexa Fluor 555 for 1 h at RT. Nuclei were stained by DAPI, and samples were analyzed by confocal microscopy (Leica).

### EdU assay

Cells were cultured in DMEM supplemented with 10 μM EdU for 1 h on 1 day post-confluence of 3T3-L1 cells. Then cells were fixed and EdU staining was conducted to check the proliferation of 3T3-L1 cells on MCE according to the supplier’s instructions (RiboBio), and nucleus was stained with DAPI.

### Cell viability assay

3T3-L1 cells viability was detected using CCK-8 kit (Yeasen) in accordance with the manufacturer’s protocol. In brief, cells were seeded on 96-well cell culture plates at a density of 5000 cells per well. Subsequently, 3T3-L1 cells were treated with DMI to induce adipogenic differentiation on confluence, and then, 10 μl CCK-8 reagent was added at 0, 24, and 48 h. After 0.5 h of incubation, the cell viability was computed by measuring the absorbancy at 450 nm.

### Chromatin immunoprecipitation assay

Chromatin immunoprecipitation assay was performed as described previously (44). Briefly, cells were crosslinked with 1% formaldehyde for 10 min at RT and quenched for 5 min by adding 0.125 M glycine. After harvested in SDS lysis buffer and sonication, DNA–protein complexes were immunoprecipitated with Chromatin immunoprecipitation-grade protein G magnetic beads (Cell Signaling Technology) and corresponding antibodies against H4R3me2a (39705, Active Motif), C/EBPβ (ab15050, abcam), or IgG (2729s, Cell Signaling Technology). After IP, DNA samples were analyzed by qPCR and normalized to IgG or inputs. The primers used are listed in Table S4.

### RNA-seq

RNA-seq was performed by Wuhan IGENEBOOK Biotechnology. Briefly, total RNA was purified from siCtrl and siPRMT1 3T3-L1 cells at DMI induction for 1 day and 3 days using the RNAprep Pure Kit DP432 (TIANGEN Biotech Co, Ltd) following protocol. The integrity of the total RNA was assessed by Qsep1 instrument. The libraries were prepared by MGIEasy mRNA Library Prep Kit, and 3 μg of total RNA was used as input. Indexed libraries were sequenced using MGI 2000. The raw reads were filtered out through cutadapt (version 1.11). Clean reads were mapped to the *Mus musculus* reference transcripts by Hisat2 (version 2.1.0) (45). Abundance of transcripts and normalization of expression was calculated as fragments per kilobase of transcript per million mapped reads. DESeq2 was applied to compute differentially expressed genes: adjusted q-value <0.05 (Benjamini–Hochberg corrected *p*-value) and |log2[fold change]| >0.5 (46). GO analysis was estimated using hypergeometric distribution with a q-value cutoff of 0.05.

### Statistical analysis

Statistical analyses were performed using unpaired two-tailed Student's *t* test by GraphPad Prism (GraphPad Software). Data were presented as mean ± SD from at least three independent experiments. *p* value <0.05 was regarded as significant difference.

## Data availability

The RNA-seq data are available online at NCBI GEO (GSE197065). All the rest of data are contained within the article and the supporting information.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Protein arginine methyltransferase PRMT1 promotes adipogenesis by modulating transcription factors C/EBPβ and PPARγ
**Source:** J Biol Chem. 2022 Jul 31;298(9):102309. doi: 10.1016/j.jbc.2022.102309
**Supplement:** Supporting information

**Protein arginine methyltransferase PRMT1 promotes adipogenesis by modulating transcription factors C/EBPβ and PPARγ**

Qi Zhu^†^, Dinghui Wang^†^, Feng Liang, Xian Tong, Ziyun Liang, Xiaoyu Wang, Yaosheng Chen, Delin Mo*

† These authors contributed equally to this work.

* For correspondence: Delin Mo，

**Supplementary information**

**Page 2** Figure S1

**Page 3** Figure S2

**Page 4** Figure S3, Figure S4

**Page 5** Figure S5, Figure S6

**Page 6** Table S1, Table S2, Table S3

**Page 7** Table S4

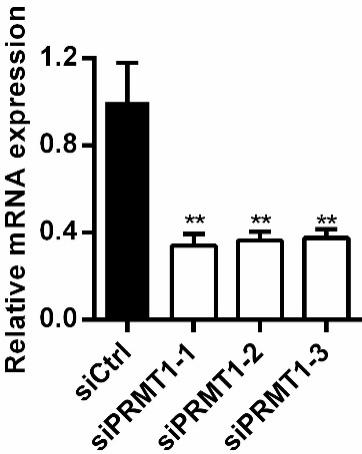

**Figure S1. Knockdown efficiency determination of siRNAs against PRMT1.** 3T3-L1 cells were transiently transfected with siCtrl, siPRMT1-1, siPRMT1-2 or siPRMT1-3 on confluence, respectively. The efficiency of siRNAs to silence PRMT1 in 3T3-L1 cells was determined by qRT-PCR after transfection for 48 h. Data are represented as mean ± SD (n = 3). Student’s t-test, ****P*<0.001.

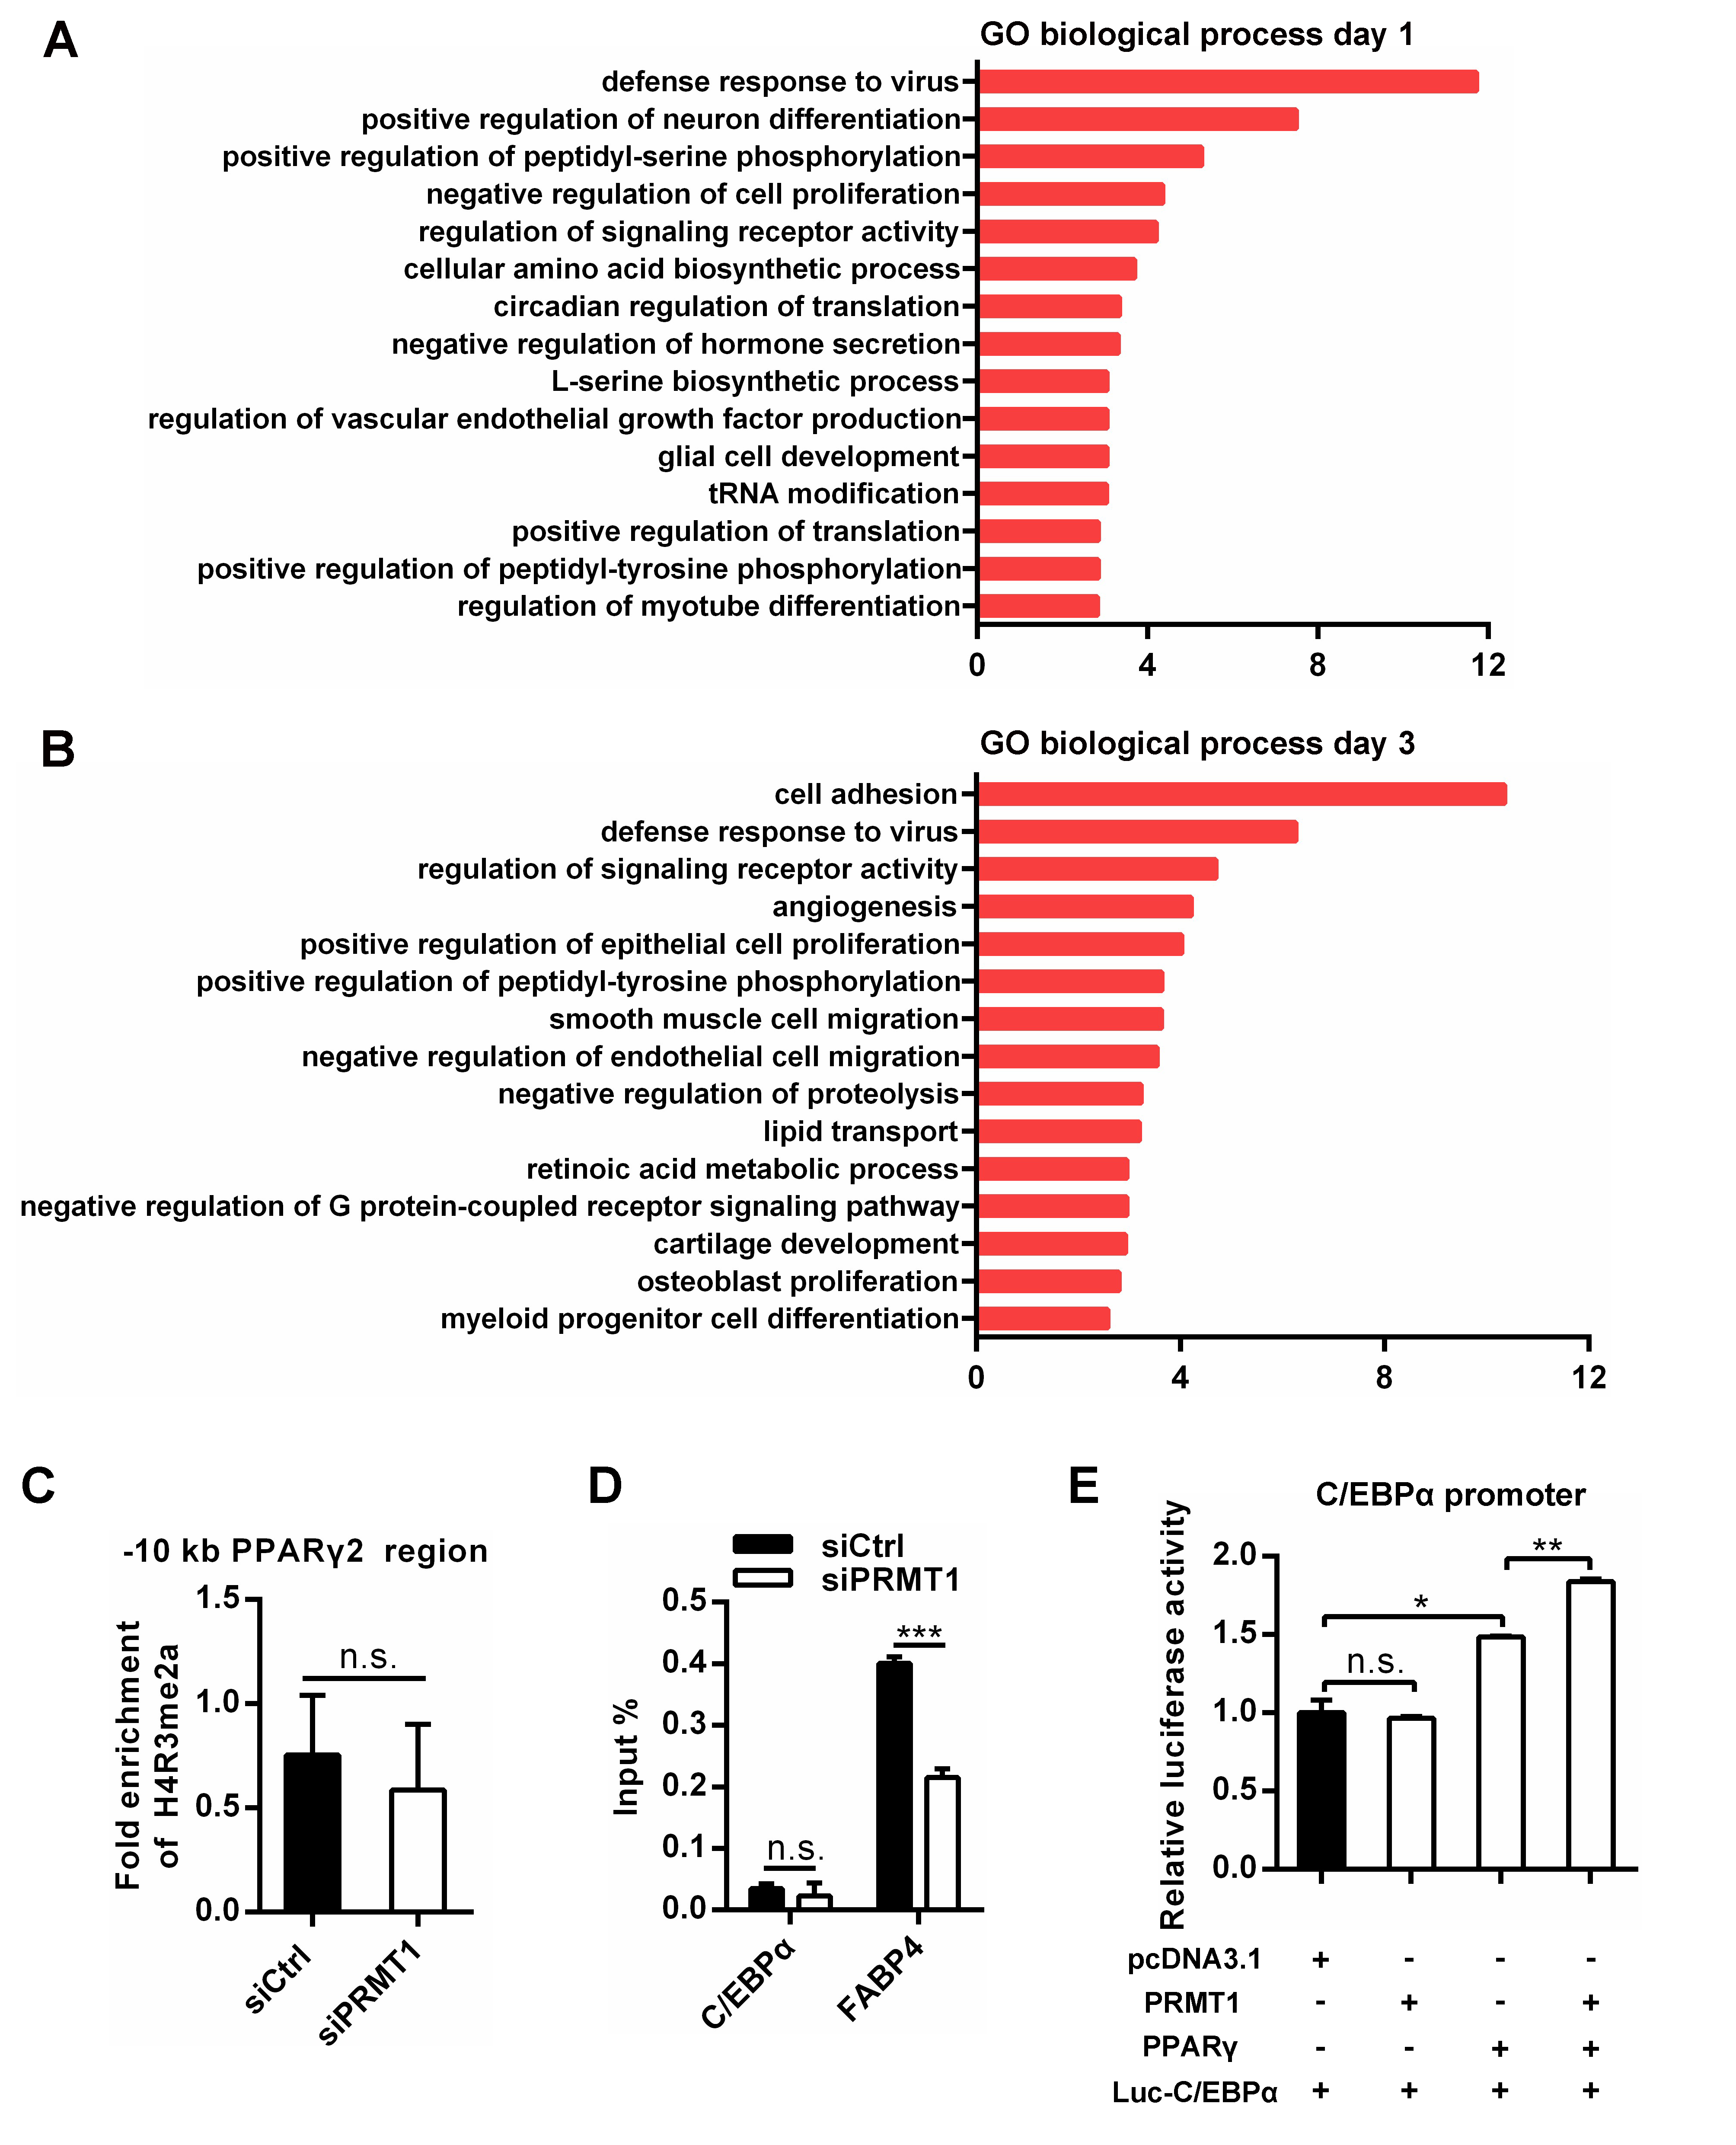

**Figure S2. PRMT1 regulates adipogenesis by epigenetic modification.** *A,* Gene ontology (GO) analysis of up-regulated genes at day 1 by RNA seq. The *P* value for the enrichment of biological process GO-term is shown. *B,* GO analysis of up-regulated genes at day 3 involved in cell adhesion, lipid transport and other biological process. *C*, PRMT1 expression in 3T3-L1 cells was silenced. Then the binding of H4R3me2a to the sequences approximately 10 kb upstream of PPARγ2 promoter was detected by ChIP-qPCR in adipocytes. IgG was used as a negative control. Data are represented as mean ± SD (n = 3). Student’s t-test, n.s. not significance. *D*, ChIP-qPCR analysis the enrichment of PRMT1 in C/EBPɑ and FABP4 promoter. Data are presented as mean ± SD (n = 3). ****P*<0.001, n.s. not significant (Student’s t-test). *E*, 293T cells were co-transfected with empty vector, PRMT1 and PPARγ plasmids as indicated, together with luciferase reporter plasmid containing C/EBPɑ promoter and renilla internal control reporter plasmid. Luciferase activity was measured after transfection for 36 h. Data are presented as mean ± SD (n = 3). **P*<0.05, ***P*<0.01, n.s. not significant (Student’s t-test).

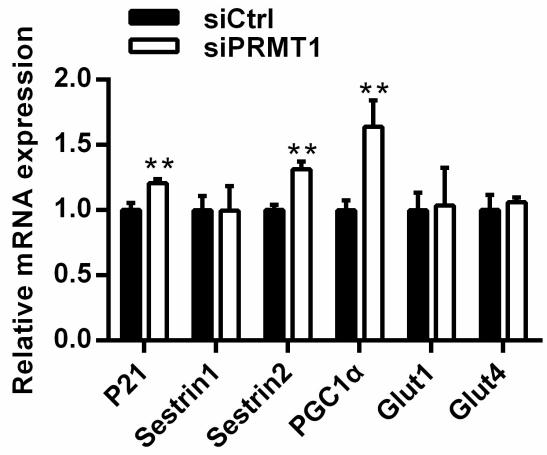

**Figure S3. The mRNA expression of p53 target genes.** 3T3-L1 cells were transfected with siCtrl and siPRMT1 and qRT-PCR analyzed the expression of p53 target genes on DMI 2 days.

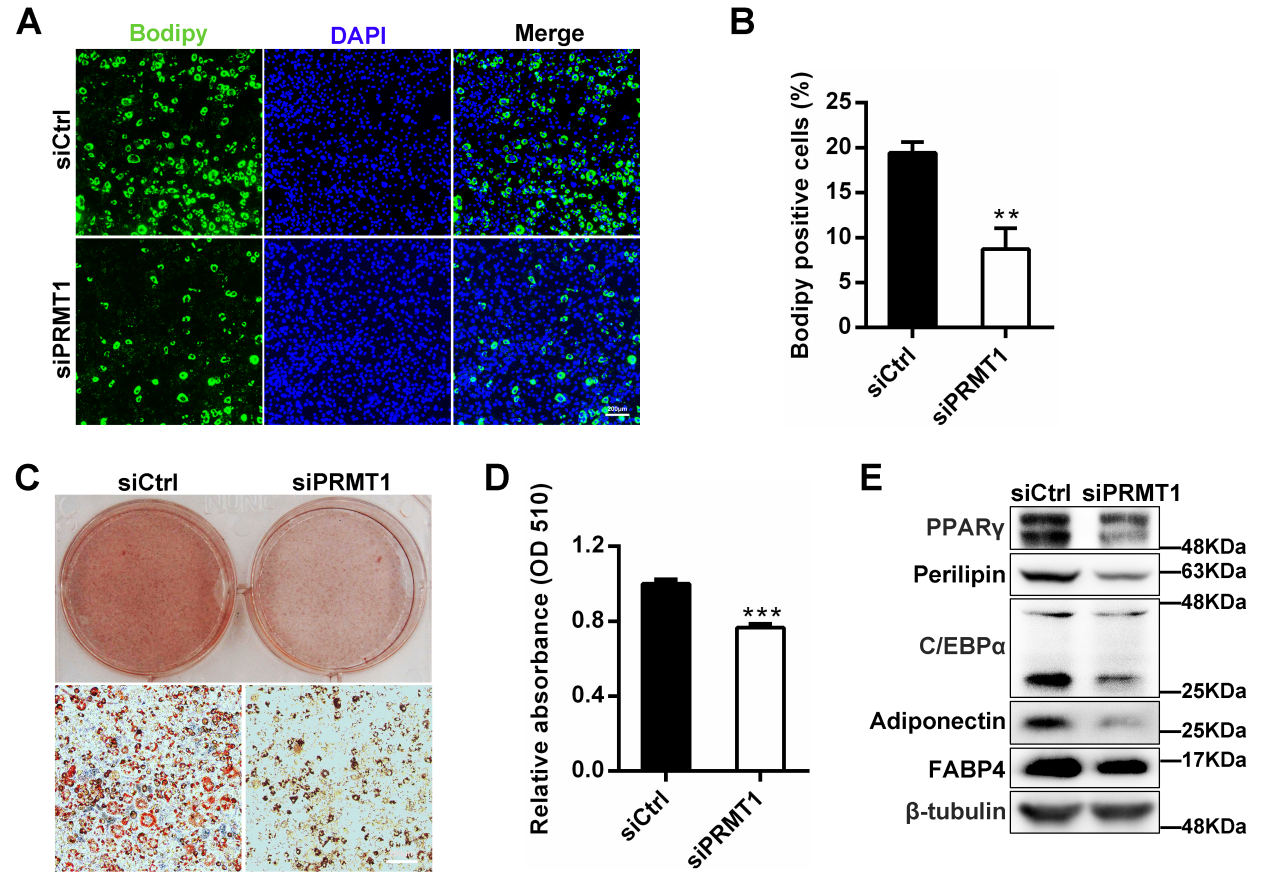

**Figure S4. PRMT1 can regulate adipogenic differentiation independent of MCE.** *A*, 3T3-L1 cells were transfected with siCtrl and siPRMT1 after MCE. Lipid accumulation was assessed by Bodipy staining at six days after differentiation induction. Scale bar represents 200 µm. *B*, the percentage of Bodipy positive cells was counted as shown in A. Data are represented as mean ± SD (n = 3). ***P*<0.01. *C*, 3T3-L1 cells were transfected with siCtrl and siPRMT1 after MCE. Adipogenic differentiation was evaluated by oil red O staining at six days after differentiation induction. Scale bar represents 200 µm. *D*, the OD values were measured at 510 nm as shown in C. Results are the mean ± SD (n = 3). Student’s t-test, ****P*<0.001. *E*, 3T3-L1 cells were transfected with siCtrl and siPRMT1 after MCE. Western blot analysis was performed to detect the protein levels of adipogenic marker genes.

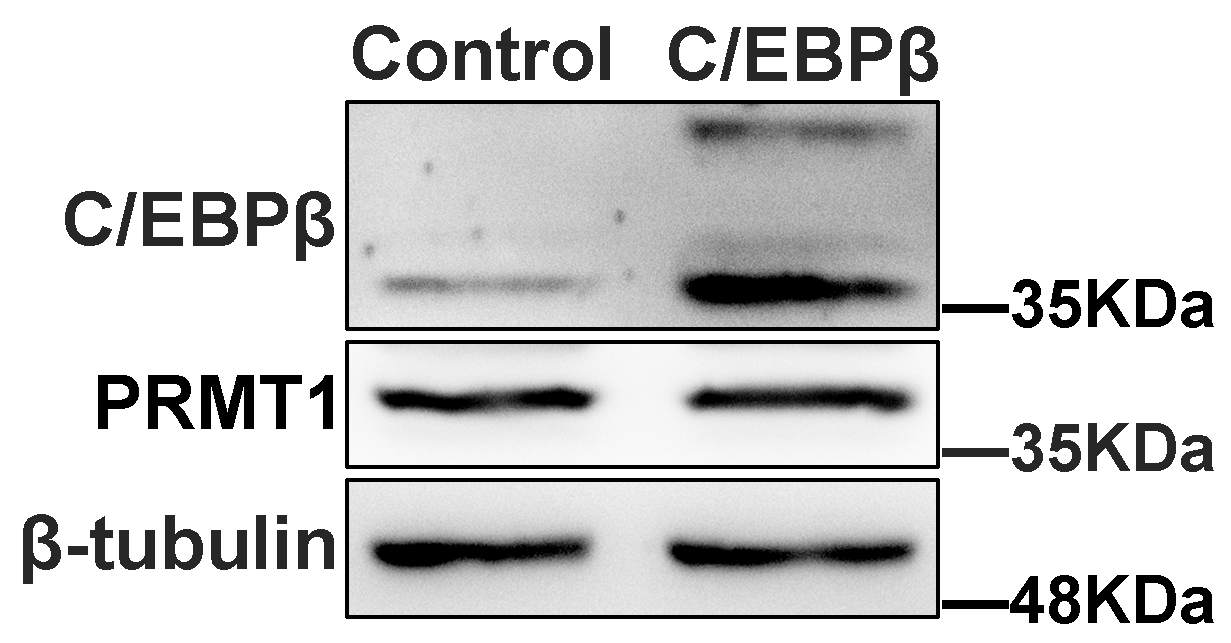

**Figure S5. C/EBPβ does not affect the expression of PRMT1.** Control or C/EBPβ plasmids were transfected into 3T3-L1 cells on confluence. Western blot analyzed the level of C/EBPβ and PRMT1 during MCE.

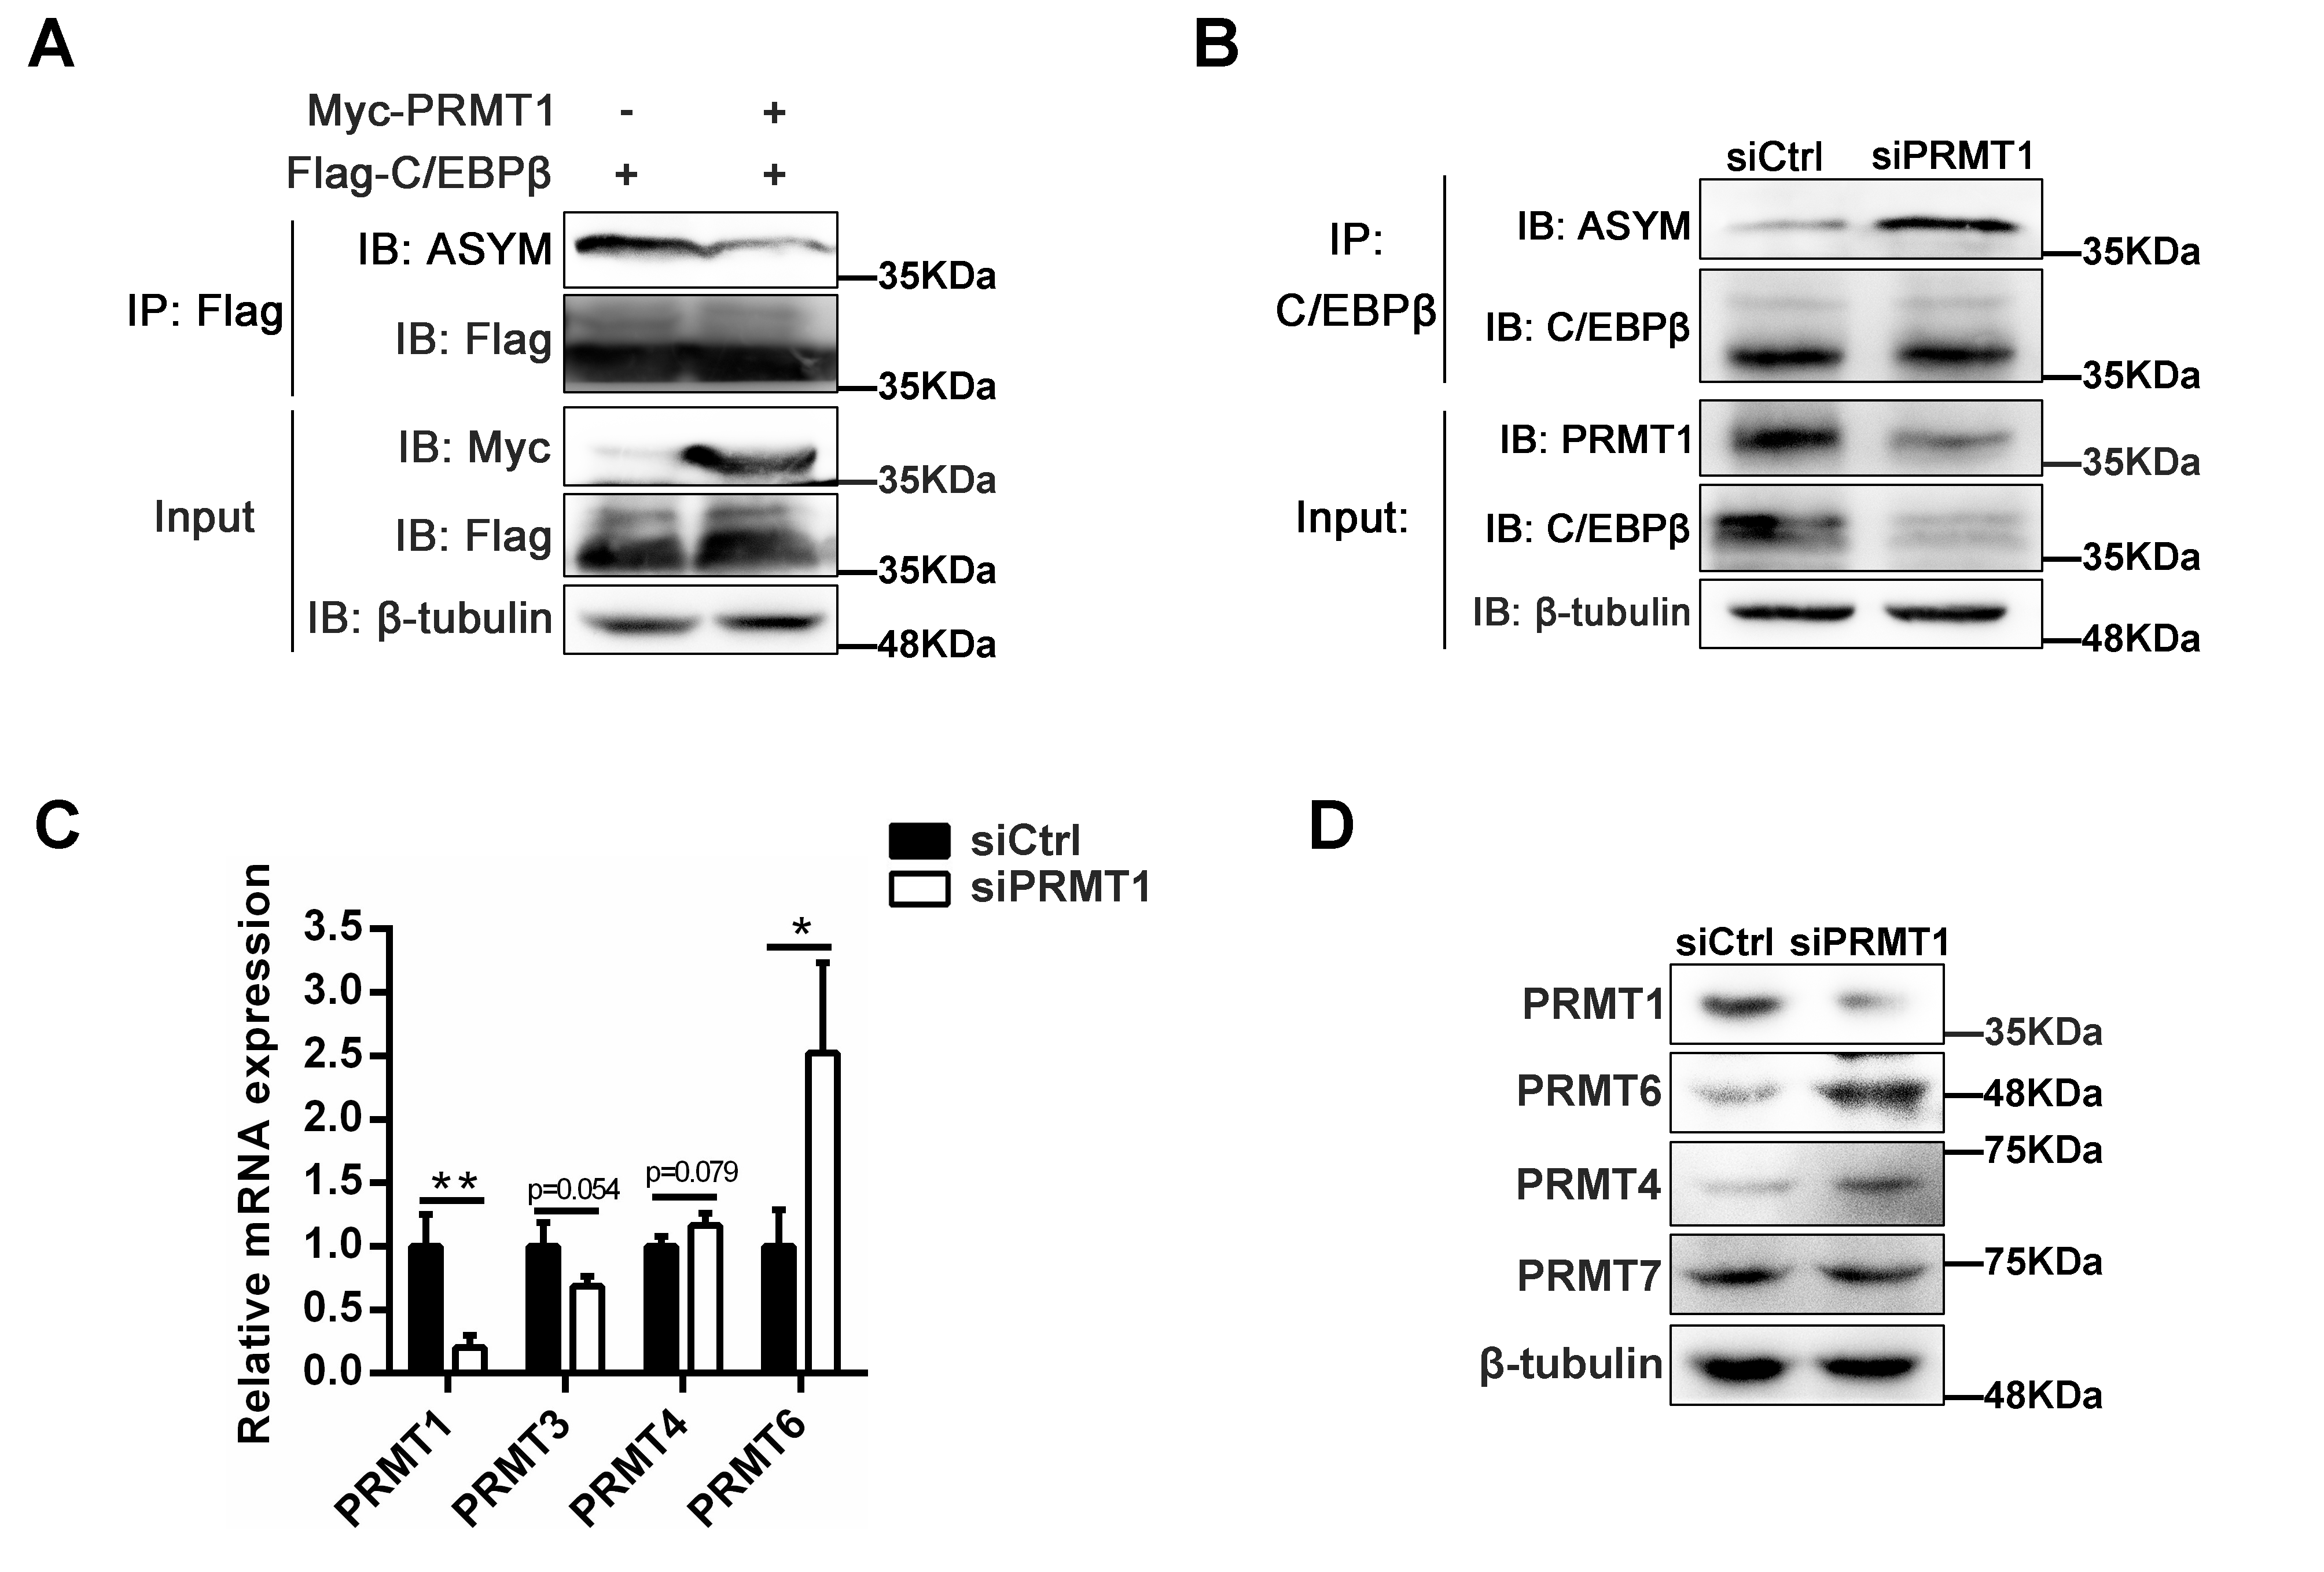

**Figure S6. PRMT1 indirectly affects the arginine methylation of C/EBPβ.** *A,* 293T cells were cotransfected with Myc-PRMT1 and Flag-C/EBPβ plasmids. The methylation of C/EBPβ was determined by immunoprecipitation using anti-Flag antibody and immunoblotting with anti-ASYM antibody. *B,* co-IP was performed to observe the asymmetric arginine dimethylation of C/EBPβ in siCtrl and siPRMT1 3T3-L1 cells. *C,* qRT-PCR analysis of Type I PRMTs levels from control and PRMT1 knockdown 3T3-L1 cells. Data are mean ± SD (n = 3). Student’s t-test, **P*<0.05, ***P*<0.01. *D,* immunoblot analysis for PRMT1, PRMT4, PRMT6 and PRMT7 protein expression in control and PRMT1 knockdown 3T3-L1 cells.

| **Table S1 siRNA sequence** | |
| --- | --- |
| siRNA | Sequence |
| siPRMT1-1(MSS205235) | CCAUGUUUCACAAUCGGCAUCUCUU |
|  | AAGAGAUGCCGAUUGUGAAACAUGG |
| siPRMT1-2(MSS205236) | CCAUUGGAAUGAGGCCCAAUGCCAA |
|  | UUGGCAUUGGGCCUCAUUCCAAUGG |
| siPRMT1-3(MSS274953) | CAGCCAUUGAGGACCGACAAUAUAA |
|  | UUAUAUUGUCGGUCCUCAAUGGCUG |
| Smurf2 | CCGUCUUCCUGAUCCAUUUTT |
|  | AAAUGGAUCAGGAAGACGGTT |

| **Table S2 The primers for qRT-PCR** | | |
| --- | --- | --- |
| Gene | Sequence | |
| PRMT1 | F:CCTCACATACCGCAACTCCA | R:CATCCAGCACCACCTTGTCT |
| PPARγ | F:TGCTGTTATGGGTGAAACTCT | R:CGCTTGATGTCAAAGGAATGC |
| CEBP/ɑ | F:GGCTCTCATTCTTTTTGGTTTAGGG | R:CTAAGACCCACTACTACATACACCC |
| FABP4 | F:AAGTGGGAGTGGGCTTTGC | R:CCGGATGGTGACCAAATCC |
| CEBP/β | F:TGGACAAGCTGAGCGACGAG | R:TGTGCTGCGTCTCCAGGTTG |
| β-actin | F:GTGCTATGTTGCTCTAGACTTCG | R:ATGCCACAGGATTCCATACC |
| P21 | F: CCTGGTGATGTCCGACCTG | R:CCATGAGCGCATCGCAATC |
| Glut4 | F:TCTTGGACGGTTCCTCATTG | R:GGCGATTTCTCCCACATACA |
| Glut1 | F:GCTGTGCTTATGGGCTTCTC | R:AGAGGCCACAAGTCTGCATT |
| Sesn1 | F:GTCTGGATAACATCACATTAG | R:CCAGGTAGGAACACTGATGC |
| Sesn2 | F:TAGCCTGCAGCCTCACCTAT | R:TATCTGATGCCAAAGACGCA |

| **Table S3 List of antibodies** | | | | | |
| --- | --- | --- | --- | --- | --- |
| Antibody | Application | | Catalog number | Vendor | |
| PRMT1 | WB | | ab7027 | Abcam | |
| PPARγ | WB | | 2435s | Cell Signaling Technology | |
| CEBP/α | WB | | 2295s | Cell Signaling Technology | |
| β-tubulin | WB | | 2146s | Cell Signaling Technology | |
| FABP4 | WB | | 2120s | Cell Signaling Technology | |
| H4R3me2a | WB, Chip | | 39705 | Active Motif | |
| β-catenin | WB | | 9562s | Cell Signaling Technology | |
| active-β-catenin | WB | | 8814s | Cell Signaling Technology | |
| ASYM25 | WB | | 09-814 | Millipore | |
| H3 | WB | | ab201456 | Abcam | |
| P57 | WB | | ab75974 | Abcam | |
| CyclinA2 | WB | | ab137769 | Abcam | |
| CyclinE1 | WB | | 20808s | Cell Signaling Technology | |
| P53 | WB | | sc-126 | Santa Cruz | |
| CyclinD1 | WB | | 2978s | Cell Signaling Technology | |
| CEBP/β | WB, IF, IP | | ab32358 | Abcam | |
| p-CEBP/β | WB | | 3084T | Cell Signaling Technology | |
| CEBP/β | Chip | | ab15050 | Abcam | |
| PRMT1 | IF | | sc-166963 | Santa Cruz | |
| PRMT1 | IP | | 2449s | Cell Signaling Technology | |
| Ubiquitin | IP | | 3933s | Cell Signaling Technology | |
| Flag | IP | | 8146s | Cell Signaling Technology | |
| Myc | IP | | 2276s | Cell Signaling Technology | |
| PRMT1 | Chip | | ab190892 | Abcam | |
| H3K27me3 | Chip | | 9733s | Cell Signaling Technology | |
| H3K4me3 | Chip | | 9751s | Cell Signaling Technology | |
| Adiponectin | WB | | 2789s | Cell Signaling Technology | |
| Axin | WB | | 2087s | Cell Signaling Technology | |
| Smurf2 | WB,IP | | 12024s | Cell Signaling Technology | |
| PRMT6 | WB | | sc-271744 | Santa Cruz | |
| PRMT7 | WB | | sc-376077 | Santa Cruz | |
| PRMT4 | WB | | sc-390656 | Santa Cruz | |
| **Table S4 The primers for ChIP-qPCR** | | | | | |
| Gene | | Sequence | | | |
| PPARγ promoter | | F:TTCAGATGTGTGATTAGGAG | | | R:AGACTTGGTACATTACAAGG |
| PPARγ2 promoter | | F:ACAGTTCACACCCCTCACAA | | | R:TGGCACTGTCCTGATTGAGA |
| PPARγ2 -10 kb upstream region | | F:GGGCGTTAAAACACAATCCT | | | R:TCTCTTCCTCCTTCCCTTCC |
| CEBP/α promoter | | F:TCCCTAGTGTTGGCTGGAAG | | | R:CAGTAGGATGGTGCCTGCTG |
| FABP4 promoter | | F:GAGCCATGCGGATTCTTG | | | R:CCAGGAGCGGCTTGATTGTTA |

How the deposited data were processed for this re-analysis (not part of the article)

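RNA sequencing of 3T3-L1 cells covered 4 conditions with 3 libraries each: siCtrl and siPRMT1 at day 1 of DMI, and siCtrl and siPRMT1 at day 3. The authors filtered the reads with cutadapt and mapped them with Hisat2 to mouse reference transcripts, and the deposited counts per gene are whole numbers without normalization. The count table lists RefSeq gene symbols and GRCm38 positions, and neither it nor the paper's text names the counting tool, the strand setting or the treatment of reads that map to several places. The deposited FPKM values were made by the authors from these counts, the listed gene length and the total counts of each library, which was checked by recomputing them. Of the 39423 genes in the table, 26095 had a count in at least 1 of the 12 libraries, and every library of the table was used. Names with a number suffix made up 2266 of the genes and 0.612% of the counts and were kept as separate genes, so Plin2 of the lipid storage list, whose counts all stand under a suffixed name, was not tested. Chromosome, start and end of named genes come from the RefSeq table, in which 33623 of the names were found. GC content, length and 3′UTR sequences come from GENCODE release 21 on GRCm38, which covered 88.9% of the 14612 genes tested over both days. No 2 libraries of a condition were identical: across the 12 pairs of replicates, the chi-square per gene ran from 4.14 to 50.6 over genes with at least 50 counts over the 2 libraries of the pair, so replicates differed by more than counting error.

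The tests, lists, thresholds and alternatives named here were set before the data were examined, apart from those listed at the end of the next paragraph. Knockdown was tested at each day alone, 3 siPRMT1 against 3 siCtrl libraries, with edgeR's quasi-likelihood test, TMM normalization and the filterByExpr filter, and the standard error is the absolute log2 fold change divided by the square root of F. The interaction of siRNA and day was tested over all 12 libraries, and siCtrl day 3 was compared with siCtrl day 1. All p-values of these models were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. FPKM was tested with limma (empirical Bayes with a trend) on log2(FPKM + 1) over genes with a mean of at least 1 FPKM, beside a two-sided exact permutation test. The GO annotation was not used here, so 10 lists were written by hand: fat cell differentiation, lipid metabolic process, lipid storage, cholesterol metabolic process, cell cycle, defense response to virus, cell adhesion, serine and amino acid biosynthesis, p53 targets and Wnt/beta-catenin targets. Each was tested in the direction written beside it with a one-sided exact hypergeometric test, the genes tested as background and Benjamini-Hochberg adjustment over 20 tests. Genes named are those the paper names, the 5 called genes with the largest rise and the 5 with the largest fall at each day among genes with a mean of at least 1 CPM and no overlap between the groups, the 3 called genes with the smallest p in each list with an adjusted p under 0.05, and the 3 genes with the smallest p of the interaction. Genes the paper names that the filter on low counts left out are given by their counts. CPM of single genes are after TMM normalization.

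The alternatives were DESeq2, RLE in place of TMM normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, all 12 libraries in 1 model, no threshold on the fold change, each library left out in turn, camera with a preset correlation of 0.01, camera with an estimated correlation, fry, a pseudocount of 0.1 and no filter on low FPKM. For the comparison with the course of differentiation, genes with a mean of at least 10 CPM were an alternative. Chosen after seeing the data were offsets that remove each library's trend with GC content and length (prior count 3, splines with 6 degrees of freedom), library weights (limma voom), libraries thinned to 1 depth, and, for the course of differentiation, separate control libraries and removal of trends with GC content and length. Matches to the seed of a siRNA were tested on 3′UTRs of at least 50 bases, and log2 fold changes were first regressed on 3′UTR length and GC content. The mean difference between genes with and without the 7-base match was divided by its standard error. This value was placed among those of all 7-base sequences found in at least 100 3′UTRs. Where a percentile of a list is given, the list was compared with 10000 random lists matched for expression, and the split of the cell cycle list into 27 G1/S and 33 G2/M genes was written by hand after seeing the data, with Ccna2 and Ccnd1 left out. For the course of differentiation, 100 data sets without a knockdown effect were simulated with the same shared control libraries and independent genes.

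The methods were tested on simulated data of the same size with 200 changed genes. edgeR's test recovered 196 with 9 false calls, DESeq2 194 with 14, the weighted voom fit 194 with 8, limma on log2 values 192 with 7 and the interaction test 182 with 8, and edgeR made 1 false call when nothing was changed. A changed list was found by the hypergeometric test, camera and fry, with 0 other calls among 20 lists. A seed effect of -0.2 on the log2 scale was recovered as -0.17. The planted changes were larger in size than the log2 fold changes of Pparg and Cebpa, and genes were simulated as independent. The planted seed effect was also larger than the -0.021 observed for siPRMT1-1 at day 1. Recovery of effects as small as these was therefore not tested. The depth of each condition and the limit that a count of 0 allows stand with the first passage on RNA sequencing. These limits cover counting error only, since reads without molecular identifiers are not independent molecules. The computations used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Biostrings 2.70.1, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Reads, GO terms other than by the lists above, and the experiments other than RNA sequencing were not analysed here.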

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

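Of the tests in this part, all with GC content and length trends removed and the one with thinned libraries were added after the data were seen, and the removal of these trends for the defense response to virus list was chosen only after the result was seen.

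The effect of PRMT1 knockdown differed between the days for 1204 of the 14612 genes tested (edgeR's interaction of siRNA and day, adjusted p under 0.05 and a log2 difference over 0.5), with 697 effects higher and 507 lower at day 3 than at day 1. When siRNA labels were shuffled within the days, 1 of 100 splits, the real one, gave as many, the next gave 311 and 84 gave none. With 1 library left out the number ran from 813, without siPRMT1 day 1 replicate 3, to 1907, without siCtrl day 1 replicate 3. With the trends of each library with GC content and length removed, 1308 genes were called, which argues against these trends as the whole cause. The 3 genes with the smallest p were Trib3, Ptn and Chac1. Trib3 rose by 1.57 on the log2 scale at day 1 and fell by 0.96 at day 3, a difference of -2.50 (standard error 0.125, adjusted p = 6.2e-08). Ptn fell by 0.40 at day 1 and rose by 0.90 at day 3, a difference of 1.32 (adjusted p = 3.3e-06), and Chac1 rose by 1.24 and then fell by 0.65, a difference of -1.88 (adjusted p = 3.3e-06). For Prmt1 itself the difference was 0.24 (adjusted p = 0.243), so a weaker knockdown at day 3 was not shown. The days differ both in the stage of differentiation and in the time since transfection, which cannot be separated in this design, so a biological dependence on the stage stays open.

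As sets, 4 lists differed between the days by camera on the interaction, the median difference being day 3 minus day 1. It was -0.10 for lipid metabolic process (adjusted p = 0.0405), -0.19 for cholesterol metabolic process (0.0136), 0.25 for cell adhesion (6.8e-05) and -0.76 for serine and amino acid biosynthesis (3.9e-26). Under fry the adjusted p were 0.264, 0.0327, 0.0011 and 1.3e-05, so lipid metabolic process did not hold there. Fry also called the Wnt/beta-catenin targets (0.0327), which camera did not (0.156). Neither test passed for the other 5 lists.

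The paper does not discuss amino acid genes. The serine and amino acid biosynthesis list drew notice because 12 of its 29 genes were called higher at day 1 (one-sided exact hypergeometric test, adjusted p = 6.1e-13), with 0.566 expected, 29 of 29 genes above 0, a median log2 fold change of 0.42, and 12 called when adjusted over the list alone. At day 3, 0 of 29 were called higher (adjusted p = 1, with 1 at an unadjusted p under 0.05), 2 of 29 were above 0 and 3 were called lower. The top genes at day 1 were Trib3, Slc7a5 and Chac1, with Slc7a5 rising by 0.95 (standard error 0.0772, edgeR's adjusted p = 0.0020). Once the trends with GC content and length were removed the list had an adjusted p of 2.3e-10, and without siCtrl day 1 replicate 3 it had 3.1e-11, so neither these trends nor that library alone accounts for the rise. Across all alternatives set for this list at day 1, the adjusted p ran from 9.9e-25 to 0.0833, the highest with camera's estimated correlation. A response of these listed genes to PRMT1 knockdown that depends on the day is a candidate explanation. The list was written by hand and 3 of its genes also stand on another list, so a change in amino acid synthesis itself is not shown. An effect of the siRNA on other transcripts was not excluded, since a single siPRMT1 group is compared with a single siCtrl group.

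The paper reports defense response to virus among the terms of the upregulated genes at day 1. Genes of the hand-written list of that name also rose at day 3. There 14 of 36 were called higher (adjusted p = 1.9e-12), with 1.02 expected, 30 of 36 above 0 and 1 called lower. When adjusted over the list alone, 16 were called. The genes with the smallest p at day 3 were Parp14, which rose by 1.13, Ifit1, which rose by 1.40, and Ifi44. With all libraries thinned to 1 depth the list had an adjusted p of 1.7e-24 at day 1, and with GC content and length trends removed it had 1.0e-27, against 2.9e-25 at day 1 otherwise and a range of 1.0e-27 to 0.0833 over all alternatives at day 1, which argues against depth and these trends as the cause at day 1. Over all alternatives at day 3 it ran from 1.4e-12 to 0.0200. Both groups received siRNA, but a stronger response to the PRMT1 siRNA than to the control siRNA as double-stranded RNA could give the same pattern and was not tested. A rise that follows from the loss of PRMT1 stays open beside it.

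The paper does not name cholesterol metabolism. At day 1, 3 of the 31 genes of this list were called lower, with 0.498 expected (adjusted p = 0.0176), 25 of 31 below 0 and 3 called when adjusted over the list alone. They were Abcg1, which fell by 1.18 (standard error 0.127, edgeR's adjusted p = 0.0032), Stard4, which fell by 0.56, and Nr1h3, which fell by 0.64. The list lost its call in 4 of the 6 fits without 1 library, with up to 0.266 without siCtrl replicate 2, and under camera's estimated correlation (0.118), and over all alternatives its adjusted p ran from 3.0e-04 to 0.266. Stard4 and Nr1h3 each lost their call in 4 of these 6 fits, so the count of called genes at day 1 rests on few genes. Read over all 31 genes, the list was lower at day 1 with camera's preset correlation (3.0e-04) and with fry (0.0096).

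Among genes the paper does not discuss, the 5 largest rises at day 1, by log2 fold change, were Atp8b3 at 3.31, Amh at 2.16, Adm2 at 2.14, Rtp4 at 2.06 and Col9a3 at 2.02. The 5 largest falls were Igf2 at -1.47, Tnfrsf21 at -1.46, Cdh26 at -1.45, H19 at -1.34 and Negr1 at -1.34. Their adjusted p ran from 9.8e-04 for Tnfrsf21 to 0.0121 for Negr1. Without 1 library, Adm2, Igf2 and Negr1 lost their call in 3, 1 and 4 of the 6 fits, and the other 7 kept it. Counts were low for Atp8b3, from 6 to 91 per library. Igf2, from 142650768 to 142666816, and H19, from 142575530 to 142578146, are neighbours on chromosome 7. At day 3 the log2 fold change of Igf2 was -0.45 (adjusted p = 0.0036) and that of H19 was 0.13 (adjusted p = 0.424). With GC content and length trends removed, 660 genes were called at day 1 in place of 487, and of the 267 higher and 220 lower genes 238 and 210 remained, which argues against these trends as the cause of the calls as a set. Loss of PRMT1 and effects of the siRNA on other transcripts both stay open for single genes.

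At day 3, the 5 largest rises were Ifi44 at 1.96, Ces1a at 1.93, Oasl2 at 1.68, Zcchc5 at 1.51 and Phex at 1.42. The 5 largest falls were Ghrh at -3.79, Car12 at -2.45, Ffar4 at -2.41, Hcar2 at -1.98 and 2610528A11Rik at -1.93. All 10 kept their call in each of the 6 fits without 1 library, with adjusted p from 3.4e-07 for 2610528A11Rik to 0.0047 for Oasl2. In siCtrl cells Ghrh, Car12 and 2610528A11Rik rose from day 1 to day 3 by 6.14, 3.47 and 1.47 on the log2 scale, and Ffar4 and Hcar2 went from 0 and 0.0794 to 1.75 and 10.3 CPM after TMM normalization. With GC content and length trends removed, 906 genes were called at day 3 in place of 933, with 338 of the 399 higher and 446 of the 534 lower genes among them. The 5 falls could follow from a slower course of differentiation in siPRMT1 cells, which is weighed under the other observations. The falls and the rises in siCtrl cells share the siCtrl day 3 libraries.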

How the results depend on the processing

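For the log2 fold changes of the named genes, the alternatives set beforehand gave 677 values beside the reported ones, of which 668 kept their direction and their side of the threshold, 2 became weaker, 4 stronger and 3 reversed. Those chosen after seeing the data gave 342, with 321 the same, 6 weaker, 2 stronger and 13 reversed. The fits without 1 library gave 684, with 610 the same, 47 weaker, 3 stronger and 24 reversed. Where no cause is given below, the cause was not tested.

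The number of genes moved by more than 1.5 times in 2 alternatives. With library weights, chosen after seeing the data, 574 genes were higher and 399 lower at day 1. Without the threshold on the fold change, which can only add genes, 441 were higher and 599 lower at day 1, and 1058 higher and 1255 lower at day 3. With the replicate block the counts were 296 and 240 at day 1 and 426 and 548 at day 3. The mean correlation of the deviations of libraries with the same number was 0.139 at day 1 and 0.0962 at day 3, and of the 6 ways to match the libraries 1 other gave more at each day, with 0.176 and 0.124. A pairing by number was therefore not shown and is not excluded, and the unblocked fit is reported. The fits without 1 library, which have fewer libraries, gave from 61 (without siPRMT1 replicate 3) to 504 (without siCtrl replicate 3) higher and from 62 to 369 lower genes at day 1, and from 813 to 1907 genes for the interaction with the day.

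With camera's estimated correlation, the fat cell differentiation, lipid metabolic process, lipid storage, cholesterol metabolic process and p53 target lists had an adjusted p of 0.118 at day 1, as did cell adhesion at day 3. The virus and serine lists at day 1, and lipid storage and p53 targets at day 3, had 0.0833, and the Wnt/beta-catenin targets at day 3 had 0.362. With library weights, lipid metabolic process at day 1 had 0.20. The serine list, tested for higher genes, reversed at day 3 under camera (3.3e-09) and fry (0.0013), which read all of its genes and found them lower. All lists called by the hypergeometric test kept their direction and call under camera with its preset correlation and under fry. Without 1 library, the adjusted p at day 1 ran from 0.0047 to 0.268 for lipid metabolic process, from 3.8e-04 to 0.220 for lipid storage, from 0.0102 to 0.266 for cholesterol metabolic process and from 0.0025 to 1 for p53 targets.

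On FPKM, Cebpa at day 1 became weaker without the filter on low values (-0.76), where more genes are tested, and Fabp4 at day 1 stronger with the replicate block (-0.43). On the counts, Fabp4 at day 1 was called with DESeq2 (-0.52), the replicate block (-0.52) and all 12 libraries in 1 model (-0.55), and its adjusted p over all alternatives ran from 0.0220 to 0.262. Plin1 at day 1, not called in the reported fit (-0.96), was called with the replicate block (-1.02) and with library weights (-0.95). Without 1 library, the log2 difference ran from -0.85 to -0.58 for Cebpa at day 1, from -0.30 to 0.056 for Cebpb at day 3, from -0.49 to -0.40 for Pparg at day 1 and from -0.31 to -0.27 for Pparg at day 3. With DESeq2's calls, 18 genes were higher at both days in place of 30. The correlation of the day 1 effect with the course of differentiation reversed to -0.1205 against siCtrl replicate 3 alone and fell to 0.1025 with trends removed.

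Named genes that reversed all had small log2 fold changes. With offsets for GC content and length, Prmt2 (0.0756), Carm1 (0.0830), Axin1 (0.0477), Ccna2 (-0.0188), Ccne1 (0.0095) and Mdm2 (-0.0147) reversed at day 3 and Ccna2 (0.0166) at day 1. With library weights, Carm1 (0.0392), Prmt7 (-0.0038) and Mdm2 (-0.0219) did at day 3 and Mdm4 (-0.0139) at day 1. With thinned libraries, Prmt2 (-0.0036) did at day 1 and Prmt7 (-0.0156) at day 3. Without the filter on low counts, Carm1 (0.0021) and Smurf2 (7.0e-04) did at day 3, and with all 12 libraries in 1 model Prmt7 (-0.0059). Without 1 library, sign changes fell within -0.314 to 0.0777 for Cebpb, -0.0601 to 0.0119 for Prmt2, -0.0703 to 0.0698 for Carm1, -0.0565 to 0.0998 for Prmt6, -0.0480 to 0.0638 for Prmt7, -0.0729 to 0.0129 for Smurf2, -0.0828 to 5.1e-04 for Axin1, -0.0021 to 0.0765 for Ccna2, -0.0903 to 0.0027 for Ccne1 and -0.0446 to 0.100 for Mdm2 at day 3. At day 1 they fell within -0.0399 to 0.162 for Prmt2, -0.0782 to 0.0432 for Ccna2, -0.0095 to 0.450 for Ppargc1a, -0.0625 to 0.342 for Mdm4 and -0.208 to 3.9e-04 for Mdm2. Adipoq at day 1 was left out by the filter on low counts in the reported fit and called lower in 2 of the 7 alternatives that kept it, with all 12 libraries in 1 model and without siCtrl replicate 1.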

Differences from the paper's values

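At day 1, 267 genes were called higher in siPRMT1 cells against the paper's 914, and 220 lower against the paper's 1056. Among the alternatives set before the data were examined, DESeq2, the paper's tool, gave 245 higher and 234 lower genes, RLE normalization 267 and 226, no filter on low counts 310 and 254, at least 10 counts in every library 236 and 232, the replicate number as a block 296 and 240, and all 12 libraries in 1 model 346 and 330. Without the threshold on the fold change the counts were 441 and 599. The fits without 1 library gave from 61 to 504 higher and from 62 to 369 lower genes. None of these alternatives closed the gap for either count. Of the alternatives chosen after seeing the values, library weights gave 574 and 399, which did not close it either, nor did the offsets for GC content and length (348 and 312) or thinned libraries (238 and 231).

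The paper reports cell proliferation among the leading GO terms of the lower genes at day 1 (Fig. 4B), and also among those of the higher genes (Fig. S2A). Of the 62 genes of the cell cycle list, which is not that GO term, 0 were called lower and 0 higher at day 1. At an unadjusted p under 0.05, 5 were lower and 7 higher, and the median log2 fold change was -0.0028. The hypergeometric test of this list was run for lower genes only. No setting called the list.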

Other observations

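In this part, the tests of depth, of a mislabelled library and of cell cycle phases for siCtrl replicate 3, of called genes without a seed match, and of shared control libraries were chosen only after the result was seen, and the settings with GC content and length trends removed or library weights were added after the data were seen.

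Replicate 3 of siCtrl at day 1 lay apart from the other siCtrl libraries of that day. Its deviation across genes had an SD of 0.341 on the log2 scale, against 0.235 and 0.168 for replicates 1 and 2, and the fit with library weights gave it a weight of 0.164, the lowest of the 12. Depth was tested with replicates 2 and 3, which have similar totals: their chi-square per gene was 30.8, while the largest among pairs of the other conditions was 15.8. A swapped siPRMT1 library is excluded by its Prmt1 level of 91.3 FPKM, against 38.6 to 43.8 in siPRMT1 cells at that day. Gene length gave an R2 of 0.13, too little for a length bias. The G1/S genes of the cell cycle list lay at percentile 86.8 of matched lists and the G2/M genes at 2.29, but at 98.6 and 27.8 with the GC trend removed, so another mix of cell cycle phases is neither shown nor excluded. Its correlation across genes with the change from day 1 to day 3 in siPRMT1 cells was weak (Spearman's rho 0.146, or 0.181 with the GC trend removed), so the deviation as a whole is not a shift in stage. A smaller shift stays open, since the fat cell differentiation, lipid metabolic process and lipid storage lists lay 0.25, 0.19 and 0.31 above the other siCtrl libraries, at percentiles 99.9, 99.3 and 99.98 of matched lists, although with the GC trend removed these medians fell to 0.12, 0.11 and 0.225. GC content accounted for an R2 of 0.576 of the deviation, which is consistent with a GC bias of this library. An R2 of 0.567 in siPRMT1 replicate 1 at day 3 shows that such trends are not particular to it.

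Off-target silencing through a siRNA seed was tested for the 3 PRMT1 siRNAs of Table S1, whose sites all lie in the coding sequence of Prmt1. At day 1, genes with a 3′UTR match to the seed of siPRMT1-1 differed by -0.021 on the log2 scale from genes without. Divided by its standard error, the difference lay at percentile 0.141 of 15654 sequences, the lowest of 6 comparisons. Multiplied by the 6 comparisons, this percentile is 0.843%. The percentile was 0.166 with GC content and length offsets, 0.767 with library weights, and 0.262, 0.211 and 0.722 without siCtrl replicates 1, 2 and 3. The seeds of siPRMT1-2 and siPRMT1-3 lay at percentiles 15.9 and 97.4. Of the 199 lower genes with a 3′UTR, 47, or 23.6%, had a match to the siPRMT1-1 seed, against 18.4% of the other genes (one-sided Fisher's exact test, p = 0.0402, not adjusted). These values are consistent with a small off-target effect of siPRMT1-1 at day 1, if that siRNA was used. A direct seed match in the 3′UTR is no explanation for most of the lower genes, since 131 of the 199 had no match to any of the 3 seeds. Genes that change downstream of an off-target transcript, matches outside the 3′UTR and the higher genes were not judged by this count. At day 3 the lowest percentile was 7.94, within the spread of all sequences.

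The knockdown effect was set against the course of differentiation, taken as the change from day 1 to day 3 in siCtrl cells, where 3141 genes rose and 2828 fell among 13829 tested. Across 14612 genes, which are not independent replicates, Spearman's rho was -0.57 at day 3, while 100 simulated data sets without a knockdown effect gave from -0.12 to -0.085. With no siCtrl library on both sides, rho was -0.41, -0.46 and -0.49, and with GC content and length trends removed it was -0.55, so neither shared controls nor these trends account for it. Of the 534 lower genes at day 3, 476, or 89.1%, rise in siCtrl cells, and of the 399 higher genes 290, or 72.7%, fall. Both sides of these shares use the siCtrl day 3 libraries. The shares were not computed with separate controls or in the simulations, so no conclusion is drawn from them. A slower course of differentiation in siPRMT1 cells is a candidate explanation, found and tested on the same data. At day 1 rho was 0.14, against 0.078 to 0.12 in the simulations, but it was 0.13, 0.12 and -0.12 with separate control libraries, so no direction is shown.

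Between the days, which share no libraries, 30 genes were higher at both, where 7.21 were expected (two-sided Fisher's exact test, p = 3.3e-11), and 29 were lower at both, where 5.73 were expected (p = 5.5e-13). With DESeq2 these were 18 and 31. By the same exact test, genes with opposite calls were also more frequent than chance, with 26 higher at day 1 and lower at day 3 (6.50 expected, p = 1.8e-09) and 19 the other way (6.35 expected, p = 2.1e-05). Across the 13225 genes tested at both days the log2 fold changes were not correlated (Pearson's r 0.024, Spearman's rho -0.037, across genes). The exact test treats genes as independent and as equally likely to be called at each day. Calls in the same and in opposite directions were both in excess, so its p-values do not show a shared response. No biological explanation was tested for the shared calls.

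With 6 libraries per day, the labels can be split in 10 ways, so no share under 0.1 can be had. For the calls at day 1, the calls at day 3 and the change from day 1 to day 3 in siCtrl cells, 1 of the 10 splits, the real one, gave as many genes, and the other 9 gave 0 each.

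Of the other PRMT genes, Prmt2, Prmt3, Carm1, Prmt6, Prmt7 and Prmt9 did not pass the adjusted p at either day in the reported fit. Prmt5 had a log2 fold change of 0.08 at day 1 and -0.24 at day 3 (edgeR's adjusted p = 0.0295, under the threshold on the fold change), and Prmt8 had 0 counts in all libraries. The paper reports higher PRMT6 in knockdown cells and does not name the day (Fig. S6, C and D). Prmt6 had log2 fold changes of 0.22 at day 1 (adjusted p = 0.150) and 0.021 at day 3 (0.896), and Carm1 had 0.26 (0.129) and -0.015 (0.921). At day 1 this depended on the setting: over all alternatives the adjusted p ran from 0.0109 to 0.402 for Prmt6 and from 9.1e-04 to 0.393 for Carm1, and both passed with GC content and length offsets, with library weights and without siCtrl replicate 3, with log2 fold changes under the threshold. With library weights Prmt5, Prmt7 and Prmt9 also passed at day 1, and without siCtrl replicate 3 Prmt5 and Prmt7 did. For other genes whose proteins the paper measured, Smurf2 changed by -0.070 (adjusted p = 0.581) and -0.014 (0.916), and Axin1 by 0.092 (0.556) and -0.043 (0.716). Axin2 had at most 2 counts in any library. Ctnnb1 fell by 0.18 at day 1 (0.0832) and rose by 0.22 at day 3 (0.0436), and its interaction with the day was 0.42 (adjusted p = 0.0062). Without 1 library, Ctnnb1 at day 3 lost the adjusted p in 5 of the 6 fits and Prmt5 at day 3 in 3, and Prmt5 lost it with all 12 libraries in 1 model as well.

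By Western blot during MCE, the paper reports lower cyclin A2, D1 and E1 and higher p53 in knockdown cells (Fig. 6E). The values here are RNA, which need not follow protein. Ccnd1 rose by 0.27 at day 1 (edgeR's adjusted p = 0.0374) and 0.57 at day 3 (7.5e-05). Ccne1 rose by 0.44 at day 1 (0.0233), with -0.054 at day 3 (0.671). Ccna2 changed by -0.010 (0.952) and 0.037 (0.749). At day 1 the adjusted p over all alternatives ran from 2.8e-04 to 0.174 for Ccnd1 and from 6.8e-05 to 0.109 for Ccne1. Both passed in only 1 of the 6 fits without 1 library, the one without siCtrl replicate 3, in which Ccne1 was called (0.52), as it was with library weights (0.51). Ccnd1 at day 1 did not pass with the replicate block or without the filter on low counts. Trp53 changed by 0.30 (0.0793) and 0.077 (0.459), where the adjusted p over all alternatives ran from 2.9e-04 to 0.267 at day 1 and from 0.0237 to 0.696 at day 3. At day 1 it passed in 5 of them: the replicate block, all 12 libraries in 1 model, GC content and length offsets, library weights and the fit without siCtrl replicate 3. Slc2a1 passed at day 1 in all 5 of these and with DESeq2, Ctnnb1 passed in all of them but the replicate block, and with library weights or without siCtrl replicate 3 so did Axin1 and Mdm2. By qRT-PCR at another day of DMI, the paper reports higher p21, Sestrin2 and PGC1α (Fig. S3), here Cdkn1a, Sesn2 and Ppargc1a. Cdkn1a changed by 0.16 (0.228) and -0.16 (0.121), Sesn1 by -0.33 (0.0414) and 0.23 (0.0531), and Sesn2 by 0.56 (0.0147) and -0.13 (0.251). Cdkn1c had at most 3 counts in any library. Mdm4 changed by 0.18 (0.656) and 0.23 (0.0750), and Mdm2 by -0.078 (0.714) and 0.047 (0.714). At day 3, Mdm4 passed the adjusted p with the replicate block (0.0258) and without the filter on low counts (0.0268). Sesn1 at day 3 passed it with the replicate block (0.0228), GC content and length offsets (0.0161) and library weights (0.0359). In each of these fits the log2 fold change was under the threshold. Slc2a1 rose by 0.31 at day 1 (0.0600) and fell by 0.72 at day 3 (1.3e-05). At day 3, Ppargc1a rose by 0.55 (0.0117) and Slc2a4 fell by 0.56 (0.0115), each losing its call in 1 of the 6 fits without 1 library and with GC content and length offsets, Ppargc1a also with all 12 libraries in 1 model and Slc2a4 also with DESeq2 and with thinned libraries. Sesn1 at day 1 lost the adjusted p in 5 of the 6 fits without 1 library. The day 1 call of Sesn2 was lost in 5 of the 6 fits without 1 library and with these offsets.

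The lists not given elsewhere had these results, in each case from the one-sided exact hypergeometric test. Of the p53 targets, 5 of 34 were called higher at day 1 (adjusted p = 7.9e-04, median log2 fold change 0.089, 22 of 34 above 0) and 7 of 33 at day 3 (6.4e-05, median 0.15, 23 of 33 above 0), with 0 and 2 called lower, and 5 and 7 called higher when adjusted over the list alone. The top genes were Gadd45a, Trp53i11 and Gdf15 at day 1, at 0.78, 1.56 and 1.60, and Plk2, Sulf2 and Polk at day 3, at 0.91, 0.55 and 0.53. The p53 targets lost their call at day 1 in 3 of the 6 fits without 1 library, with up to 1 without siPRMT1 replicate 3. Of the Wnt/beta-catenin targets, 0 of 14 were called higher at day 1 (adjusted p = 1, 4 at an unadjusted p under 0.05) and 3 of 14 at day 3 (0.0094, median 0.16, 9 of 14 above 0), with 1 and 2 called lower, and 0 and 3 higher when adjusted over the list alone. The 3 higher genes were Snai2, Ccnd1 and Sfrp2, at 0.84, 0.57 and 0.83. Of the cholesterol metabolic process genes, 8 of 31 were called lower at day 3 (3.8e-05, median -0.32, 28 of 31 below 0, 8 adjusted over the list alone), with Insig1, Cyp51 and Nr1h3 at -0.79, -0.67 and -0.64. Of the cell cycle genes, 0 of 62 were called lower at day 3 (adjusted p = 1, 7 lower and 7 higher at an unadjusted p under 0.05, 2 lower and 4 higher at the adjusted p without the threshold on the fold change, median 0.069, 0 adjusted over the list alone), and 1, Ccnd1, was called higher.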
